# Food Deprivation Affects the miRNome in the Lactating Goat Mammary Gland

**DOI:** 10.1371/journal.pone.0140111

**Published:** 2015-10-16

**Authors:** Lenha Mobuchon, Sylvain Marthey, Sandrine Le Guillou, Denis Laloë, Fabienne Le Provost, Christine Leroux

## Abstract

**Background:**

Nutrition affects milk composition thus influencing its nutritional properties. Nutrition also modifies the expression of mammary genes, whose regulation is not fully understood. MicroRNAs (miRNA) are small non coding RNA which are important post-transcriptional regulators of gene expression by targeting messenger RNAs. Our goal was to characterize miRNA whose expression is regulated by nutrition in the lactating goat mammary gland, which may provide clues to deciphering regulations of the biosynthesis and secretion of milk components.

**Methodology/principal findings:**

Using high-throughput sequencing technology, miRNomes of the lactating mammary gland were established from lactating goats fed ad libitum or deprived of food for 48h affecting milk production and composition. High throughput miRNA sequencing revealed 30 miRNA with an expression potentially modulated by food deprivation; 16 were down-regulated and 14 were up-regulated. Diana-microT predictive tools suggested a potential role for several nutriregulated miRNA in lipid metabolism. Among the putative targets, 19 were previously identified as differently expressed genes (DEG). The functions of these 19 DEG revealed, notably, their involvement in tissue remodelling.

**Conclusion/significance:**

In conclusion, this study offers the first evidence of nutriregulated miRNA in the ruminant mammary gland. Characterization of these 30 miRNA could contribute to a clearer understanding of gene regulation in the mammary gland in response to nutrition.

## Introduction

The mammary gland synthesizes and secretes large quantities of milk components during lactation; these include proteins, lactose and lipids which have a considerable effect on the nutritional, technological and sensory properties of milk. Ruminant milk production and composition are linked to both intrinsic and extrinsic factors, such as nutrition [1]. The synthesis and secretion of milk components by mammary epithelial cells involve numerous genes. Interestingly, nutrition affects the expression of genes encoding important factors for milk production in ruminants [2–4]. More precisely, 48 hours of food deprivation applied to lactating goats was shown to cause a drop in milk production and component secretion, associated with the altered expression of 161 genes, including those coding for lipogenic enzymes and major milk proteins [2]. However, the mechanisms underlying the regulation by nutrition of these genes remain poorly documented.

MicroRNAs (miRNA) are small non-coding RNA of ~22 nucleotides in length that principally regulate gene expression by altering mRNA stability or translation. MiRNA are thought to regulate at least ~60% of genes and are involved in all cellular processes [5–8]. Increasing numbers of miRNA are now being identified thanks to the latest advances in deep sequencing which enables access to an overview of the miRNA expressed in a tissue (referred to a miRNome).

However, few studies have reported the role of miRNA in development of the mammary gland [9–13] and in the lactation function [14, 15]. In particular, miRNA have been characterized in the ruminant mammary gland [16–19]. Recent *in vitro* studies have notably revealed potential roles for *miR-103* and *miR-27a* in the regulation of milk fat synthesis in goat mammary epithelial cells [20, 21].

Moreover, miRNA expression and function have been reported to be modulated by diets involving a deficiency or augmented intake [22, 23]. For example, caloric restriction up-regulates the expression of *miR-140-3p* in the epiphyseal growth plate of rats, determined using microarray and RT-qPCR analyses [24]. Ørom *et al*. [25] demonstrated that caloric restriction for six months had a considerable effect on the miRNA profile of the mouse mammary gland, determined by microarray. In addition, the expression of about fifteen known and predicted miRNA was changed in the muscle of monkeys subjected to caloric restriction when compared to those receiving an *ad libitum* diet [26]. Nevertheless, the nutritional regulation of ruminant miRNome is still poorly documented. In particular, in the ruminant mammary gland, no studies offering evidence of the effects of nutrition on miRNA expression have yet been performed.

Therefore, in order to better understand the mechanisms underlying the regulation of mammary gene expression in response to dietary factors, the aim of this study was to obtain an overview of mammary miRNA of goat which received two different diets and to identify miRNA differently expressed in these two conditions. Moreover, we studied the relationship between differently expressed miRNA and genes in the same samples. To our knowledge, this is the first study to have addressed the impacts of nutrition on the expression of miRNA in the mammary gland of ruminants and on lactation.

## Materials and Methods

### Ethics Statement

This study was performed at the experimental unit of INRA Research Center of Theix in 2003. At that time we did not require to submit each animal trail to ethical committee, the institute had its recommendations of the Animal Care as well as the Ethics Committee for Animal Experimentation of our region (Auvergne: CEMEAA number 02) that have been strictly followed. To minimize suffering, all goats were euthanized using captive bolt gun followed by exsanguination at the abattoir of the research center under accreditation number 63 345 001. All samples have been collected once the animals have been slaughtered and not while they were alive.

### Animals and RNA preparation

Twelve Alpine goats at peak lactation (48±2 days post-partum at the beginning of the experiment) from the Lusignan experimental station (France) were chosen based on their homogeneity of their milk yield, number of lactations and their genotype at the α-S1-casein locus which has an impact on milk protein content and indirectly on milk fat content. Goats were fed twice daily an orchard grass hay-based diet for two weeks during the pre-experimental period. Forty-eight hours before slaughtering, six goats were fed *ad libitum* (Control), whereas the six others were food deprived (FD). Milk was collected 15 min before euthanization (S1 Fig). Tissues samples were collected within 30 min after euthanization. All animal manipulations and samples collection were the same as described by Ollier *et al*. [2]. Mammary gland tissues were isolated just after slaughtering, snap frozen immediately and stored at -80°C. RNA were extracted using TRIZol^®^ Reagent (Life Technologies) and further purified using the SV Total RNA isolation system (Promega) to eliminate contaminating genomic DNA. The concentration and quality of RNA preparations were assessed using spectrophotometry (Nanodrop^™^, ND-1000) and 2100 Bioanalyzer Instrument (Agilent). Samples with an RNA Integrity Number (RIN) higher than eight were used. For high throughput sequencing, RNA from four Control goats and six FD goats were used.

### Sequencing library preparation and data processing

The preparation and sequencing of libraries were performed by the IGBMC Microarray and Sequencing Platform (Strasbourg, France). Briefly, 7 μg of total RNA were used to generate small RNA libraries using the TruSeq^™^ Small RNA kit protocol (Illumina). In the first step, RNA adapters were ligated sequentially to each end of the RNA: first the 3′ RNA adapter (5’ TGGAATTCTCGGGTGCCAAGG 3’) that was specifically modified to target small RNA, then the 5′ RNA adapter (5’ GTTCAGAGTTCTACAGTCCGACGATC 3’). Small RNA ligated with 3′ and 5′ adapters were reverse transcribed and PCR amplified (30 sec at 98°C; [10 sec at 98°C, 30 sec at 60°C, 15 sec at 72°C] x 13 cycles; 10 min at 72°C) to obtain cDNA constructs. Finally, acrylamide gel purification of the 140–150 nt amplified cDNA constructs (corresponding to cDNA inserts from small RNA + 120 nt from the adapters) was performed. The libraries were checked for quality and then quantified using a 2100 Bioanalyzer Instrument (Agilent). The libraries were loaded in the flowcell at a concentration of 8 pM and clusters were generated using the Cbot before being sequenced on HiSeq 2500 (Illumina) as single-end 50 base reads, according to Illumina’s instructions.

For analysis, sequences of adapters were removed using Cutadapt [27] and reads were filtered according to their size (17–28 nt). Data analyses were processed using mostly miRDeep2 software [28] as described by Le Guillou *et al*. [19]. The cleaned sequences were clustered into unique reads and then mapped to the reference Goat genome (CHIR_1.0, http://goat.kiz.ac.cn/GGD/, [29]). Precursors and miRNA were identified using the miRDeep2 core module, miRDeep2.pl. Potential miRNA datasets were created by adding known miRNA in goat (miRBase v21) to miRNA associated with predicted precursors with a miRDeep2 score ≥0. This number scored for the likelihood for a miRNA to be a real precursor according to the combined of energetic stability, positions and frequencies of read with Dicer processing. This score is comprised between 10 and -10, so a score ≥0 has been chosen representing because it allowed the discovery of a maximum of miRNA minimizing the rate of false positives. Then, the same operation was performed to create a data set of potential precursors. The quantifier.pl miRDeep2 module was then used to map unique reads, the set of potential miRNA and all known miRNA (miRBase v21) on the set of potential precursors enabling the annotation of miRNA. The quantification results produced by the quantifier.pl module were then filtered with a custom perl script parse_miRDeep2_outputs.pl (https://mulcyber.toulouse.inra.fr/projects/bioinfoutils/) to eliminate any redundancy between known and predicted miRNA. RNA sequencing data were deposited in the Gene Expression Omnibus (GEO): GSE61025.

### Quantitative RT-PCR

Seven miRNA were chosen for RT-qPCR validation among known miRNA which expression was affected by the food deprivation and based on their level of expression; *miR-99a-5p* (TaqMan^®^ ID 006254_mat, Applied Biosystems), *miR-126-3p* (TaqMan^®^ ID 008451_mat), *miR-140-3p* (TaqMan^®^ ID 471823_mat), *miR-222-3p* (TaqMan^®^ ID 000525), *miR-223-3p* (TaqMan^®^ ID 002295), *miR-204-5p* (TaqMan^®^ ID 000508), *miR-409-3p* (TaqMan^®^ ID 002332). Reverse transcription was achieved on 10 ng of total RNA using the TaqMan^®^ MicroRNA Reverse Transcription kit (Applied Biosystems, Foster City, CA, USA), according to the manufacturer’s instructions. In the thermal cycler (StepOne+, Applied Biosystems, Foster City, CA, USA), each 15 μL RT reaction followed 30 min at 16°C, 30 min at 42°C and 5 min at 85°C. Then, 1.3 μL of miRNA-specific cDNA from the reaction were amplified using TaqMan^®^ Small RNA Assays (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s instructions. Amplification was performed at 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. All miRNA levels were normalized to the values of *U6* snoRNA [30, 31] and the results expressed as fold changes of threshold cycle (Ct) values relative to the control using the 2^-ΔΔCt^ method [32].

### Statistical analysis

For sequencing data, a comprehensive description of miRNA expression patterns was first of all made using a specific principal component analysis (PCA). Each goat is represented by a point, each colour corresponds to a diet and goats which have received the same diet are connected to their barycentre and an inertia ellipse.

Statistical analysis to determine differential expression was performed with R version 3.0.2 (R Development Core Team, 2013, http://www.R-project.org/) using the Bioconductor package DESeq2 version 1.0.17 [33]. DESeq2 utilizes a negative binomial distribution to model read counts per miRNA and then implements a method to normalise the counts. This normalisation procedure uses the library median of the ratios between the read count and the geometric mean of each miRNA as a scaling factor for each library. Fold changes were estimated using an empirical Bayes shrinkage procedure.

This procedure helps to moderate the broad spread in fold changes for genes with low counts, while it has negligible effect on genes with high counts. Since hypothesis tests are performed for miRNA-by-miRNA differential analyses, the p-values obtained need to be adjusted to correct for multiple testing. However, procedures to adjust p-values in order to control the number of false positives found often lead to a loss of power to detect truly differentially expressed miRNA because of the large number of hypothesis tests performed. To reduce the impact of such procedures, the filtering method described by Rau *et al*. [34] was used to remove genes that appeared to generate an uninformative signal. This method identifies a filtering threshold that maximizes so-called filtering similarity among replicates. Tests for differential expression were only applied to miRNA whose maximum count across all ten samples was higher than its threshold. This method was implemented under the Bioconductor HTSFilter package, version 1.0.0. The threshold value was found to be equal to 28. The p-values were adjusted for multiple testing using the Benjamini and Hochberg method [35], and those with an adjusted p-value <0.1 were considered to be significant.

For RT-qPCR analyses, data are represented as log base 2 of the fold change between Control and FD goats. The data were analysed using the Mann-Whitney test performed using R version 3.0.2 (R Development Core Team, 2013, http://www.R-project.org/).

### Analysis of targeted pathways

Putative targets for differently expressed miRNA were predicted with a high degree of accuracy based on DIANA-microT-CDS version 5.0 [36] (http://diana.imis.athena-innovation.gr/). Targets of predicted miRNA were searched using TargetScan Custom release version 5.2 [37] (http://www.targetscan.org/). Putative targeted pathways were investigated through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity).

## Results and Discussion

### Global description of mammary miRNomes in lactating goats

Ten libraries were constructed from the mammary gland of four Control and six FD goats using the Illumina/Solexa technology. 

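The mammary gland of each goat was sampled after slaughter, 48 h after food was withdrawn from the FD goats, and each goat gave 1 small RNA library. The Control libraries L01, L04, L06 and L10 (n = 4) and the FD libraries L02, L03, L05, L07, L08 and L09 (n = 6) are therefore biological replicates. For each library the authors deposited the number of reads counted on each mature miRNA by the quantifier module of miRDeep2, a program that finds miRNA precursors from the way short reads stack on a genome. These counts were not normalized. They summed to between 4495512 and 7506955 per Control library (median 5585277.5) and to between 5674119 and 9842009 per FD library (median 7203585). The mean total was 5793256 counts in Control libraries and 7458478 in FD libraries, while the paper gives means of 5784949 and 7278339 mapped reads in Table 1. Where library totals are used here, they are those of the deposited counts. The FD mean was higher by 1665223 counts, a ratio of 1.29, which was not more than the spread between libraries allows (two-sided exact permutation test over the 210 splits of the 10 libraries, p = 0.138). The 10 most abundant miRNA took from 69.07% to 74.22% of the counts of a library, and without them the diets differed by 599213 counts (p = 0.081, same exact permutation test). Libraries of the same diet differed by more than the sampling noise in every pair, with a chi-square per degree of freedom between 131 and 1267. Separate goats counted at this depth would do so in any case, so this comparison does not decide the unit of replication. Each library was counted as 1 replicate because it came from 1 goat. Normalized counts are the deposited counts divided by DESeq2's median-of-ratios size factors, which ran from 0.7139 to 1.672. The diets were compared with edgeR's quasi-likelihood test on the deposited counts, with TMM normalization and Benjamini-Hochberg adjustment.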

A mean of about 14.2 and 16.4 million reads were obtained from the Control and FD libraries, respectively (Table 1). After removing sequencing adapters and filtering reads by their size, 6.8 and 8.5 million reads of 17–28 nt were obtained for the Control and FD libraries, respectively. The reads were mapped to the goat genome (CHIR 1.0), and clustered in 67,971 and 75,474 unique sequences, on average, in the Control and FD libraries, respectively. Using the goat precursors reported in miRBase version 21 (v21), 1,070 precursors were first of all predicted by miRDeep2 for Control and FD goats. 

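The authors deposited 1070 predicted precursors with their positions on CHIR_1.0 and a miRDeep2 score for each, a log-odds score that rises with the evidence for a true precursor. The scores ran from 0 to 90981.9 with a median of 3.2, and 224 precursors had a score of 10 or more. The prediction was made on the reads of all the libraries together, so these scores have no replicate error.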

Then, using all matures from miRBase v21, it was possible to identify 1,804 miRNA. This step allowed the detection of 539 known miRNA, corresponding to 422 miRNA known in goat and 117 miRNA not yet described in the goat but known in other species. In addition, 1,265 predicted miRNA were characterized, corresponding to miRNA never described in any species.

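The deposited counts listed 1804 miRNA with at least 1 count in at least 1 library. Of these, 410 had a goat name, 129 had the name of another species and 1265 were predicted. In a single library, between 1103 and 1206 miRNA were detected in Control goats and between 1139 and 1356 in FD goats, the highest number being in L08, which also had the highest total count. At least 2 counts over all libraries together were found for 1671 miRNA, and at least 1 count in every library for 749 miRNA, of which 420 were known and 329 predicted. Known miRNA took from 99.59% to 99.71% of the counts of each library.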

**Table 1:** Summary of sequencing data.

	Control^a^	FD^b^
Raw reads	14,214,146	16,415,279
Cleaned reads^c^	13,787,000	15,681,069
Sized reads^d^	6,838,797	8,464,633
Sized and unique sequences processed	215,663	204,005
Reads mapped^e^	5,784,949	7,278,339
Unique sequences corresponding to mapped reads	67,971	75,474

^a^means of data for the 4 Control goat libraries

^b^means of data for the 6 FD goat libraries

^c^sequencing adapters removed

^d^17-28 nt size filter, used by the miRDeep2 software

^e^reads with at least one and at most five reported alignments, used by the miRDeep2 software.

By performing expression pattern analysis using PCA, the ten libraries appeared to be clearly discriminated according to the treatments applied to the goats (Fig 1).

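The PCA was recomputed on the 490 miRNA whose highest normalized count was above 28, as log2(normalized count + 1), centred and scaled to unit variance for each miRNA. The first component held 32.2% of the variance and the second 13.1%. On the first component, Control libraries ran from -17.1 to 0.801 (mean -9.02 ± 8.67 SD, n = 4) and FD libraries from -6.59 to 20.4 (mean 6.02 ± 11.4 SD, n = 6), so the ranges of the diets overlapped. The difference of these means had p = 0.0667 in a two-sided exact permutation test over the 210 splits of the libraries, and 0.228 after Benjamini-Hochberg adjustment over the 4 components examined. Over all components together, diet explained 18.0% of the variance. The pseudo-F of the distances between libraries was 1.76, and 11 of the 210 splits gave a value as large (one-sided exact permutation test, p = 0.0524). Among the choices that keep all 10 libraries, the one that moved this p most was the absence of scaling to unit variance, with a pseudo-F of 1.47 and an exact permutation p of 0.157, while without an expression filter the pseudo-F was 1.32 and the exact permutation p 0.0333. Leaving out 1 library also decided the side of 0.05: without L02 the exact p was 0.0317, without L10 it was 0.0476, and without L06 it was 0.155.

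**Figure D1:**
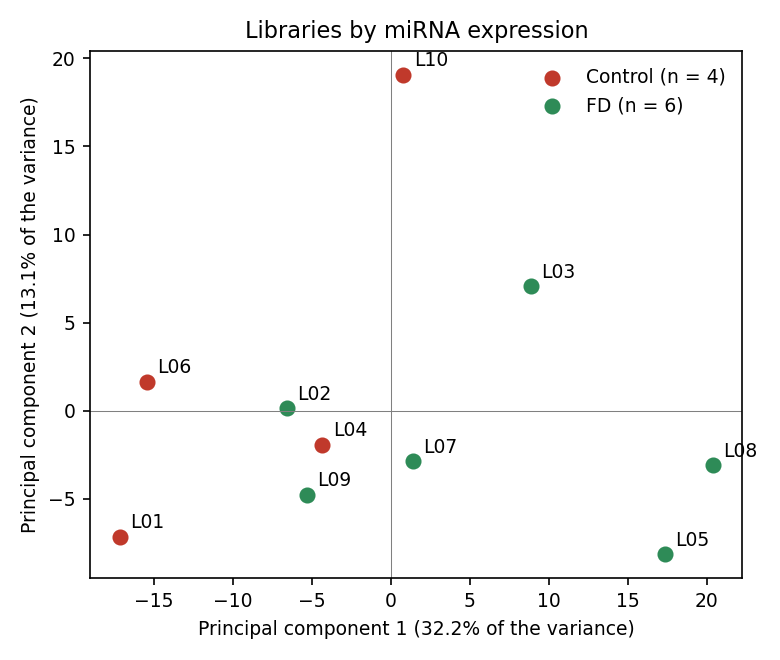
Scores of the 4 Control and 6 FD libraries on the first component (32.2% of the variance, horizontal axis) and the second component (13.1%, vertical axis) of the PCA of log2(normalized count + 1) of 490 miRNA. Each point is 1 library. Control library L10 lies at 0.801 on the first component, beyond FD libraries L02 and L09.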

**Fig 1:**
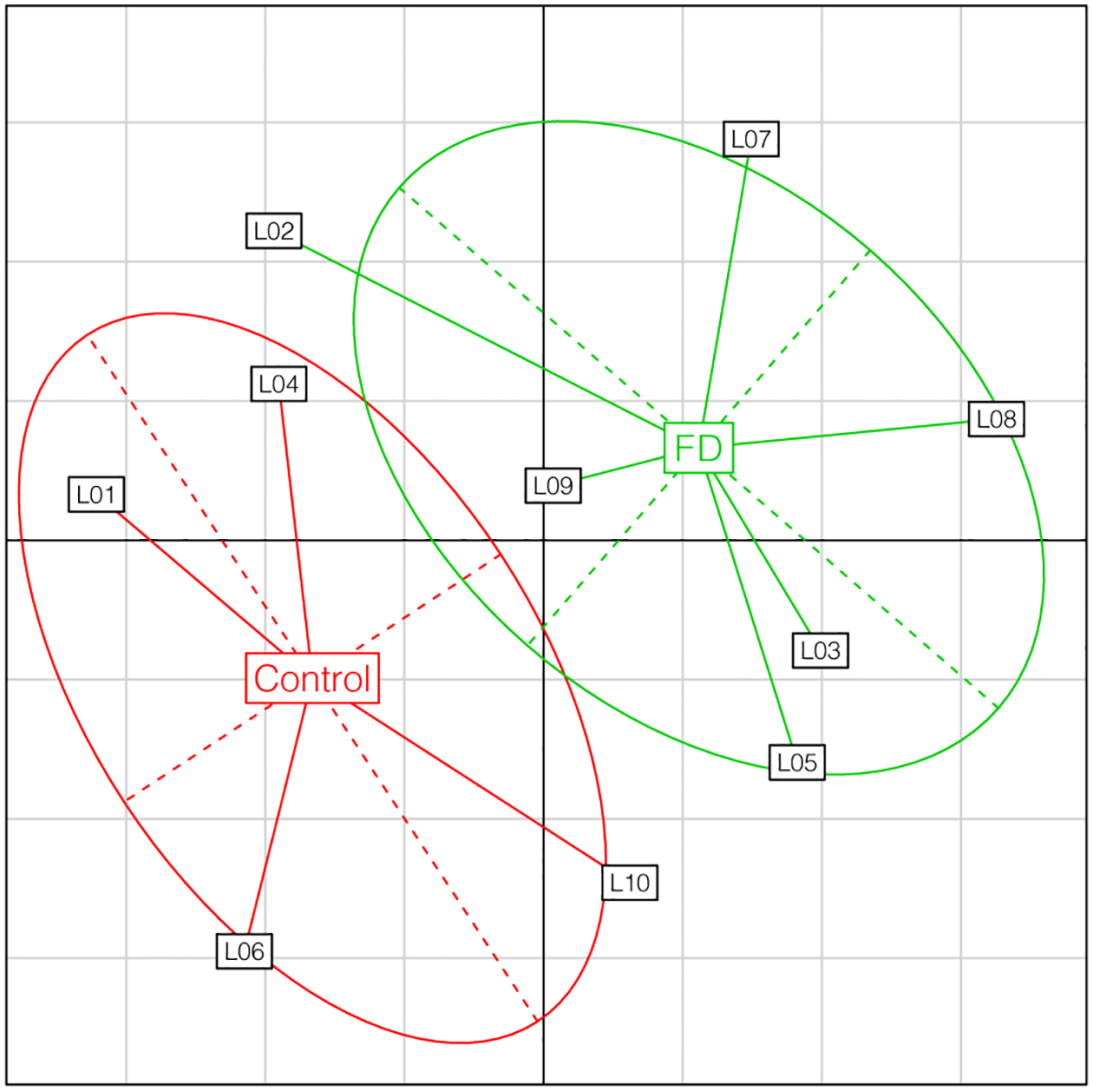
Principal component analyses of miRNA in Control and FD goats. L0X: represent 1 library, FD: Food deprived. Analyses were performed on miRNA for libraries according to the diet received by the goats. The two different diets are labelled within their 95% inertia ellipse (Red: Control; Green: FD).

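A threshold of 28 on the highest normalized count over the 10 libraries, the value given in the paper's methods, left 490 miRNA, of which 351 were known and 139 predicted. S1 Table and these 490 miRNA had 451 in common, with 39 found only by this threshold and 19 only in S1 Table. The same threshold on counts without scaling gave 504 miRNA (358 known and 146 predicted), among them every miRNA of S1 Table. The choice that moved the number most was to recompute the threshold from the within-diet Jaccard index, which gave a threshold of 58 and 381 miRNA, 301 of them known and 80 predicted. With TMM in place of the size factors 488 miRNA passed, and among the 10 sets that each left out 1 library the smallest, without L08, held 477.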

Using HTSFilter [34], a statistical threshold was applied and reduced the 1,804 miRNA detected to 470, 343 were known and 127 predicted (S1 Table). At this step, lists of miRNA were conserved between the different nutritional conditions.

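Each of the 490 miRNA above the threshold had at least 1 count in both diets. In every Control library, 485 of them had at least 1 count, 487 had one in every FD library, and 484 had one in all 10 libraries. Among the miRNA detected at any level, 1540 were detected in Control libraries and 1716 in FD libraries, 1452 of them in both. The 88 miRNA found only in Control libraries and the 264 found only in FD libraries had at most 14 counts over all libraries, so their absence from a diet cannot be told from low depth. The 5 most abundant miRNA were miR-148a-3p, miR-10b-5p, miR-143-3p, miR-30a-5p and miR-26a-5p. miR-148a-3p had 1348550 ± 136857 normalized counts (SD, n = 4) in Control and 1104180 ± 297444 (SD, n = 6) in FD libraries, an adjusted p of 0.44 in edgeR's quasi-likelihood test. The log2 fold changes (FD over Control) of the other 4 were 0.09 for miR-10b-5p, 0.11 for miR-143-3p, -0.22 for miR-30a-5p and 0.24 for miR-26a-5p, with adjusted p-values from 0.4 to 0.79. Without Control library L06 the value of miR-10b-5p was -0.0041, so its direction rests on that library. That of miR-143-3p was 0.0009 without FD library L05, and that of miR-148a-3p went from -0.31 to -0.19 without FD library L08. The mean of miR-143-3p in Control libraries, 722366 ± 112531 (SD, n = 4), includes 890002 in L04, with 653667 to 684603 in the other libraries.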

### Identification of miRNA differentially expressed in the mammary gland of goats after food deprivation

To identify miRNA significantly affected by food deprivation, a differential analysis was performed. 

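The 490 miRNA above the count threshold were compared between the 4 Control and 6 FD libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided. An adjusted p under 0.1 was given to 0 miRNA, 0 higher and 0 lower in FD libraries, and 77 miRNA had an unadjusted p under 0.05. The smallest adjusted p was 0.152, for miR-204-5p. The alternative that moved the number most, among those set with the design, was DESeq2's Wald test on the same miRNA, which gave an adjusted p under 0.1 to 23 miRNA, 9 higher and 14 lower in FD libraries. No miRNA passed 0.1 in edgeR's test with any single library left out, while the number with an unadjusted p under 0.05 went from 77 to 45 without L01, to 47 without L06 and to 50 without L08, and to 96 without L02 or L10. The 10 smallest p-values belonged to miR-204-5p, miR-494-3p, miR-543-3p, chr3_4386-3p, chr22_29775-3p, miR-409-3p, miR-126-3p, miR-6119-5p, miR-223-3p and miR-99a-5p.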

Using the DESeq2 package, of the 470 miRNA remaining after the HTSFilter analysis, 30 miRNA were found to be differently expressed between Control and FD goats, of which 14 were up-regulated and 16 were down-regulated (Table 2). Among the potentially nutriregulated miRNA, 19 were known miRNA and 11 were predicted (Table 2 and S2 Table; S2 Fig). Among these 30 potentially nutriregulated miRNA pointed out by high-throughput sequencing, the expression of seven miRNA have been studied by RT-qPCR analysis on 12 goats (six Control and six FD) (S3 Fig) with the aim to reinforce the sequencing data. 

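In the deposited counts, all 30 miRNA of Table 2 changed in the direction that the table gives. Their adjusted p-values over all miRNA tested ran from 0.152 to 0.269 in edgeR's quasi-likelihood test, so 0 of the 30 were under 0.1. Adjusted over the list alone, 30 of the 30 were under 0.1, but the list was chosen on these same libraries, so this is not independent evidence. DESeq2's Wald test called 21 of the 30 over all miRNA tested. The direction of each of the 30 was the same in every one of the 29 fits that included it. From the DESeq2 comparison of these libraries at a Benjamini-Hochberg threshold of 10%, the paper concludes that the expression of the miRNA in Table 2 was potentially regulated by food deprivation. To reinforce the sequencing, the paper also measured some of these miRNA by RT-qPCR, on these goats and further Control goats. It reports the same direction as in the sequencing for every miRNA measured. The change was significant there only for the miRNA with the adjusted p of 0.152 above. Those measurements were not analysed here.

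**Figure D2:**
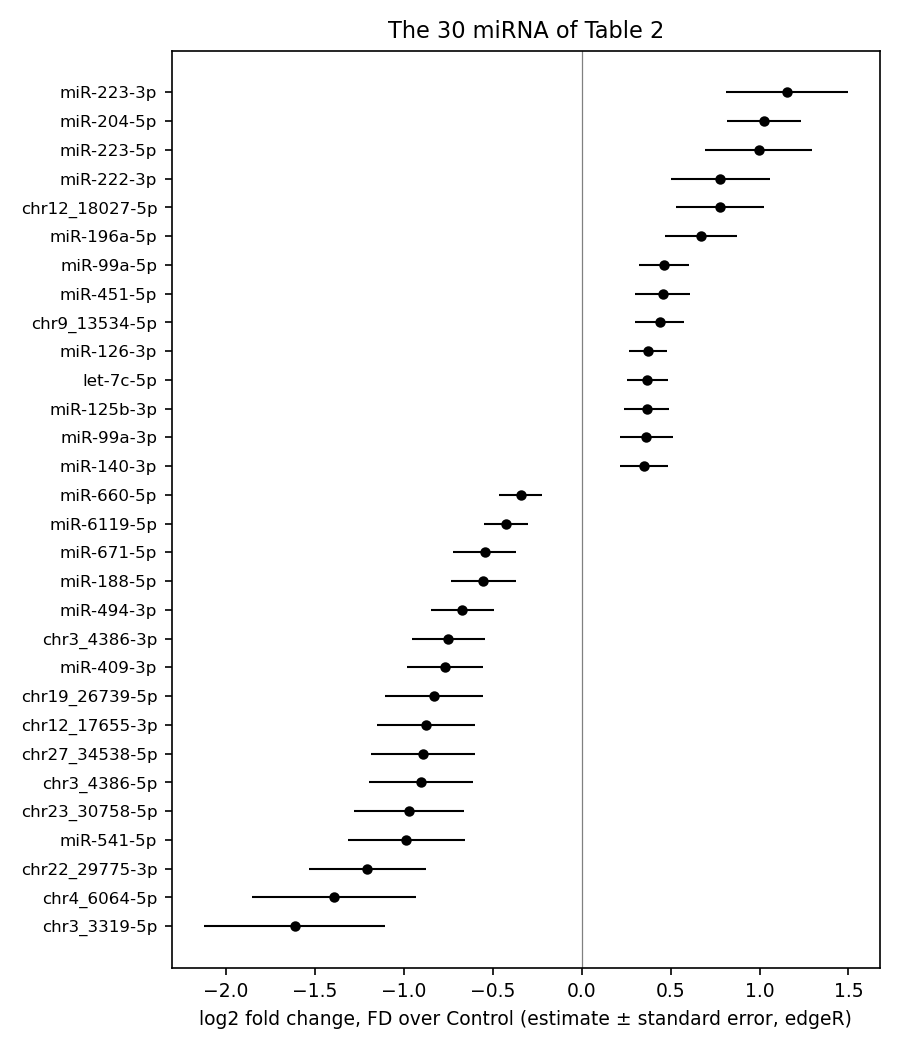
log2 fold change (FD over Control, horizontal axis) of each of the 30 miRNA of Table 2 from edgeR's quasi-likelihood fit on 4 Control and 6 FD libraries. Points are the estimates and bars 1 standard error on each side. The estimates lie on both sides of 0, and none of the bars crosses 0.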

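The 11 predicted miRNA came from 10 precursors, which the authors located on CHIR_1.0 (an annotation of this build was not used here, so the genes around them are not named). The miRDeep2 score was 10 or more for 3 of these precursors and under 10 for 7, and 6 of the 10 had a significant randfold test, which asks whether the hairpin folds more stably than shuffled sequence. The precursor of chr3_4386-5p and chr3_4386-3p, on chromosome 3 from 7413055 to 7413109 on the minus strand, had the highest score (3020.3). The precursor of chr4_6064-5p, on chromosome 4 from 19474104 to 19474144, scored 34.1. chr4_6064-5p had a log2 fold change of -1.39 (standard error 0.463, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of the 6 FD libraries lay below every Control library. The lowest score, 0, was that of the precursor of chr12_17655-3p, on chromosome 12 from 36824165 to 36824222. The sequences of chr12_17655-3p (CCCGGGTTTCGGCACCA) and chr22_29775-3p (ATCAGAGTCACGGCACCA) end in CCA, the end of mature tRNA, and chr23_30758-5p (GGGGATGTAGCTCAGTGGTAGA) contains TAGCTCAG, a stretch of the tRNA D arm. Their log2 fold changes were -0.88 (standard error 0.275) for chr12_17655-3p, -1.21 (standard error 0.33) for chr22_29775-3p and -0.97 (standard error 0.307) for chr23_30758-5p. The last value was -0.61 without Control library L01.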

Probably due to the difference of sensibility and normalization, only the expression of *miR-204-5p* was found significantly affected when analysed using RT-qPCR. Nevertheless, the orientation of regulation of all miRNA tested was in accordance with data obtained by sequencing data. It should be noted that nutritional intervention studies aim to measure low changes in gene expression. In these conditions, it has been suggested that PCR should not be considered as validation tool but as complementary technology [38]. The authors concluded that PCR approach allowed picking up the expression of genes that were not measurable on high throughput technology but also vice versa, and that both techniques have their own (dis)advantages and specificities. For less pronounced changes, both technologies may be useful as complementation rather than validation.

**Table 2:** MiRNA whose expression was affected by food deprivation in lactating goat mammary gland.

miRNA name	Family	Sequence	Control*	FD*	Fold change (FD/control)	P-value adjusted
*Known miRNA*						
***miR-6119-5p***		AGAGGTAAAAAATTGATTTGACT	19,082	14,396	0.77	0.07
***miR-126-3p***	mir-126	TCGTACCGTGAGTAATAATGC	17,218	22,489	1.28	0.06
***miR-660-5p***	mir-188	TACCCATTGCATATCGGAGCTGT	7,698	6,144	0.81	0.09
***miR-99a-5p***	mir-10	AACCCGTAGATCCGATCTTGT	5,533	7,709	1.35	0.06
***miR-451-5p***	mir-451	AAACCGTTACCATTACTGA	4,957	6,855	1.33	0.1
***let-7c-5p***	let-7	TGAGGTAGTAGGTTGTATGGTT	4,934	6,427	1.28	0.06
***miR-140-3p***	mir-140	ACCACAGGGTAGAACCACGGAC	3,798	4,888	1.27	0.09
***miR-409-3p***	mir-154	GAATGTTGCTCGGTGAACCCC	1,954	1,159	0.66	0.06
***miR-125b-3p***	mir-10	ACAAGTCAGGCTCTTGGGACC	1,918	2,496	1.27	0.06
***miR-222-3p***	mir-221	AGCTACATCTGGCTACTGGGTCTC	812	1,408	1.47	0.09
***miR-204-5p***	mir-204	TTCCCTTTGTCATCCTATGCCT	541	1,113	1.8	0.00
***miR-99a-3p***	mir-10	CAAGCTCGCTTCTATGGGTCTGT	472	615	1.27	0.08
***miR-196a-5p***	mir-196	TAGGTAGTTTCATGTTGTTGG	413	663	1.47	0.06
***miR-494-3p***	mir-154	TGAAACATACACGGGAAACCTCT	311	197	0.67	0.05
***miR-223-3p***	mir-223	TGTCAGTTTGTCAAATACCCCA	245	552	1.65	0.06
***miR-188-5p***	mir-188	CATCCCTTGCATGGTGGAGGG	117	81	0.73	0.09
***miR-671-5p***	mir-671	AGGAAGCCCTGGAGGGGCTGGAGG	73	50	0.73	0.09
***miR-541-5p***	mir-541	AAAGGATTCTGCTGTCGGTCCCACT	29	15	0.64	0.08
***miR-223-5p***	mir-223	TGTGTATTTGACAAGCTGAGTTG	17	34	1.6	0.06
*Predicted miRNA*						
***chr12_17655-3p***		CCCGGGTTTCGGCACCA	611	337	0.66	0.09
***chr19_26739-5p***		GAGGGTTTGGGTTTGGTCGTGGGA	508	289	0.67	0.09
***chr3_4386-5p***		ATAGTTCATTCAGGTTTTTCTG	420	227	0.66	0.09
***chr27_34538-5p***		AAAGTTCATTCAGGTTTTTCTG	412	224	0.66	0.09
***chr3_4386-3p***		GAAGAATCTGAATGAACATTT	253	152	0.66	0.05
***chr23_30758-5p***		GGGGATGTAGCTCAGTGGTAGA	133	68	0.66	0.09
***chr9_13534-5p***		GTACATGATGACAACTGGCTC	83	113	1.33	0.06
***chr12_18027-5p***		GAAAGGTTCATTTGGGTTTTT	56	97	1.51	0.08
***chr22_29775-3p***		ATCAGAGTCACGGCACCA	37	16	0.59	0.05
***chr3_3319-5p***		GAAAGTTTGTTTGGGTTTTTC	39	13	0.63	0.08
***chr4_6064-5p***		CCCGATCTTGTCTGATC	29	10	0.63	0.08

*Mean of normalized read counts.

The seed region of each miRNA is underlined. A positive log2 fold change means the corresponding miRNA is more highly expressed in FD goats than in Controls and vice versa. P-values were adjusted using the Benjamini-Hochberg [35] correction at 10%.

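Among the miRNA of Table 2, the highest means belonged to miR-126-3p, with 17218 ± 2676 normalized counts (SD, n = 4) in Control and 22489 ± 1088 (SD, n = 6) in FD libraries, and to miR-6119-5p, with 19082 ± 2700 (SD, n = 4) in Control and 14396 ± 1649 (SD, n = 6) in FD libraries. The authors located the precursor of miR-6119-5p on chromosome X of CHIR_1.0 from 23686578 to 23686640, on the minus strand. The log2 fold change of miR-6119-5p was -0.42 (standard error 0.124, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of the 6 FD libraries were below every Control library. The next Control mean was that of miR-660-5p, with 7698 ± 1051 (SD, n = 4) in Control and 6144 ± 483 (SD, n = 6) in FD libraries, and miR-125b-3p had 1918 ± 134 (SD, n = 4) in Control and 2496 ± 313 (SD, n = 6) in FD libraries.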

Looking at the abundance of the 30 nutriregulated miRNA, two known miRNA (*miR-126-3p* and *miR-6119-5p*) were very highly expressed with normalized read counts greater than 10,000, while seven (*let-7c-5p*, *miR-99a-5p*, *miR-125b-3p*, *miR-140-3p*, *miR-409-3p*, *miR-451-5p* and *miR-660-5p*) were highly expressed and represented by normalized read counts of between 1,000 and 10,000 (Table 2). In addition, seven known (*miR-99a-3p*, *miR-188-5p*, *miR-196a-5p*, *miR-204-5p*, *miR-222-3p*, *miR-223-3p* and *miR-494-3p*) and six predicted miRNA (*chr3_4386-3p*, *chr3_4386-5p*, *chr12_17655-3p*, *chr19_26739-5p*, *chr23_30758-5p* and *chr27_34538-5p*) were expressed at moderate levels with normalized read counts of between 100 and 1,000, and three known (*miR-223-5p*, *miR-541-5p* and *miR-671-5p*) and five predicted (*chr3_3319-5p*, *chr4_6064-5p*, *chr9_13534-5p*, *chr12_18027-5p* and *chr23_30758-5p*) were weakly expressed with normalized read counts below 100. This last category may have a lesser impact in cells because of their weak expression.

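Among the less abundant miRNA, miR-196a-5p had 413 ± 52.5 normalized counts (SD, n = 4) in Control and 663 ± 166 (SD, n = 6) in FD libraries, a log2 fold change of 0.67 (standard error 0.203, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). chr12_17655-3p had 611 ± 202 (SD, n = 4) in Control and 337 ± 101 (SD, n = 6) in FD libraries. chr23_30758-5p had a mean above 100 in Control, 133 ± 67.9 (SD, n = 4), and below 100 in FD libraries, 68.2 ± 18.7 (SD, n = 6). miR-671-5p fell from 72.5 ± 11.4 (SD, n = 4) in Control to 50.3 ± 7.85 (SD, n = 6) in FD libraries, and chr22_29775-3p from 36.6 ± 16.5 (SD, n = 4) to 15.8 ± 4.76 (SD, n = 6). The depth is lowest for chr4_6064-5p, which had between 5 and 32 counts per library before normalization, with normalized means of 28.8 ± 13.8 (SD, n = 4) in Control and 10.4 ± 5.49 (SD, n = 6) in FD libraries.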

Interestingly, the expression of both matures of the same precursor (*mir-99*, *mir-223* and *chr3_4384*) were affected by nutrition. This case has only ever been reported once for miR-9/9*, whose expression was dramatically decreased after maternal supplementation with retinoic acid in the rat embryo spina bifida model [39]. 

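miR-99a-5p rose by a log2 fold change of 0.46 (standard error 0.14), with 6 of the 6 FD libraries above every Control library, and miR-99a-3p by 0.36 (standard error 0.148) with 5 of 6 above. Their adjusted p-values were 0.195 and 0.269 in edgeR's quasi-likelihood test. The FD mean of miR-99a-5p, 7709 ± 1191 normalized counts (SD, n = 6), includes 10093 in L05, with 6933 to 7527 in the other FD libraries. Both miRNA of mir-223 were higher in FD libraries, miR-223-5p by a log2 fold change of 1.00 (standard error 0.301) at 17.0 ± 3.67 normalized counts in Control (SD, n = 4) and 34.4 ± 10.7 in FD libraries (SD, n = 6). Both miRNA of chr3_4386 were lower in FD libraries, chr3_4386-5p by a log2 fold change of -0.90 (standard error 0.291) and chr3_4386-3p by -0.75 (standard error 0.204), each with 5 of the 6 FD libraries below every Control library. Control library L10 had 684 normalized counts of chr3_4386-5p against 326 to 339 in the other Control libraries, and without L10 its log2 fold change was -0.58.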

The regulation may occur on the promoter of miRNA gene leading to deregulate both -5p and -3p strands. In all other cases in the literature, only one strand of the precursor has been found to be affected by nutrition. These observations suggest that two different regulatory mechanisms may exist. In this case, the regulation may happen on the stability of one or the other strand leading to the deregulation of only one strand by nutrition which seems to be the main mechanism in our study. These two different mechanisms of regulation require further investigations.

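Table 2 names at least 1 miRNA of 9 precursors whose 5p and 3p miRNA were both tested, both of them for 3 precursors and only 1 of them for 6. For these 6 precursors, the miRNA that Table 2 does not name changed in the same direction as its partner in 6 of 6 cases. In edgeR's quasi-likelihood test 2 of them had an unadjusted p under 0.05, miR-125b-5p with a log2 fold change of 0.54 and miR-126-5p with 0.31. The values of the others were 0.09 for miR-140-5p, 0.10 for chr12_18027-3p, -0.34 for chrX_39871-3p, the partner of miR-6119-5p, and -0.145 for miR-671-3p. Whether the fold changes of partners differ from each other was not tested. Over the 114 precursors with both miRNA tested, the log2 fold changes of the 5p and 3p miRNA had a Pearson correlation of 0.708 (95% confidence interval 0.603 to 0.789) and a Spearman correlation of 0.654, and 85 precursors (74.6%) had the same sign on both. These correlations are across precursors, which are not independent replicates. Both miRNA of a precursor were counted in the same libraries, so differences between goats unrelated to diet could give such values too. The correlation and the share of equal signs were not computed on other splits of the libraries, so they do not speak for an effect of diet. The choice that moved the Pearson correlation most was the omission of Control library L10, which gave 0.63.

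**Figure D3:**
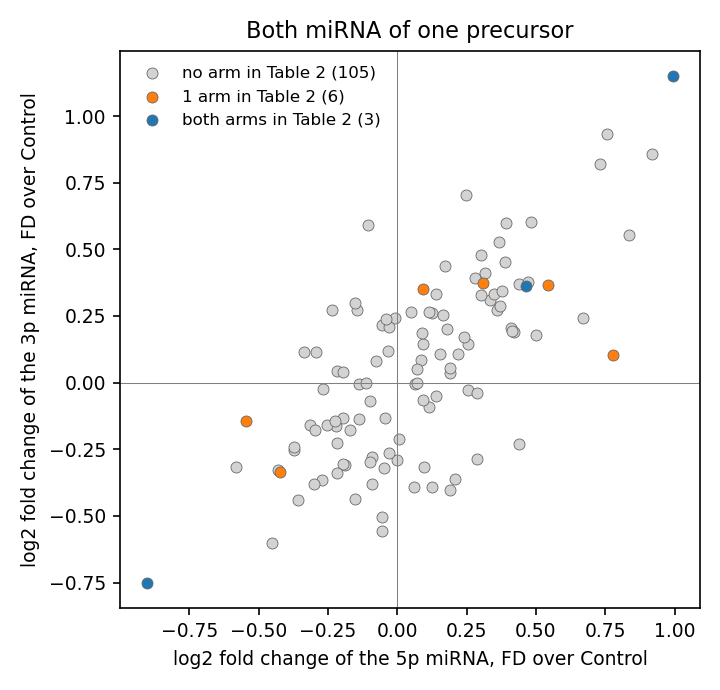
log2 fold change (FD over Control) of the 5p miRNA (horizontal axis) and the 3p miRNA (vertical axis) of 114 precursors, from edgeR's quasi-likelihood fit. Each point is 1 precursor, coloured by whether Table 2 names both (3 precursors), 1 (6 precursors) or none of its miRNA. Of the precursors, 85 lie where both values have the same sign.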

Otherwise, two clusters, defined as miRNA genes with an inter-distance ≤10 kb [40], were altered by food deprivation. Indeed, *miR-494-3p*, *miR-409-3p* and *miR-541-5p* are members of the greatest and conserved miRNA cluster located on goat chromosome 21. These three miRNA were down-regulated by food deprivation and their expressions were well correlated with a high mean Pearson correlation coefficient of 0.8. Similarly, *let-7c-5p* and *mir-99*, which clustered on the goat’s X chromosome, were up-regulated in FD goats and displayed a strong mean Pearson correlation coefficient of 0.8. These results are consistent with the previously reported co-regulation of clustered miRNA, where they were transcribed as a long polycistron [41].

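miR-494-3p had a log2 fold change of -0.67 (standard error 0.176), miR-409-3p of -0.77 (standard error 0.214) and miR-541-5p of -0.99 (standard error 0.329), each with an adjusted p of 0.195 in edgeR's quasi-likelihood test. For miR-494-3p and miR-541-5p, 6 of the 6 FD libraries lay below every Control library, and for miR-409-3p 4 of 6. The authors located the precursor of miR-541-5p on chromosome 21 of CHIR_1.0 from 62866100 to 62866165, and in the gene table of assembly ARS1.2 the genes MIR494 and MIR409 have 22 genes between them, all 22 of them miRNA genes. Across the 10 libraries, the Pearson correlation of normalized counts was 0.81 for miR-494-3p and miR-409-3p (Spearman 0.842), 0.719 for miR-494-3p and miR-541-5p (Spearman 0.83) and 0.787 for miR-409-3p and miR-541-5p (Spearman 0.818), a mean Pearson correlation of 0.772. Their two-sided permutation p-values were 0.00621, 0.0179 and 0.00687, or 0.0103, 0.0179 and 0.0103 after adjustment over the 3 pairs, and those of Spearman's rho 0.00356, 0.00465 and 0.00545. Without the 2 libraries farthest from the median, the Pearson correlations were 0.935, 0.903 and 0.784. The highest of the adjusted p-values rose to 0.0504 without L01 and to 0.0668 without L08. In deviations from the mean of each diet, which remove the shared change between diets, the mean correlation was 0.371 and no pair held up (highest adjusted permutation p = 0.699). Of 10000 random trios of tested miRNA, 21 had a mean correlation as high as 0.772 over all libraries, and 771 had one as high as 0.371 in deviations.

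**Figure D4:**
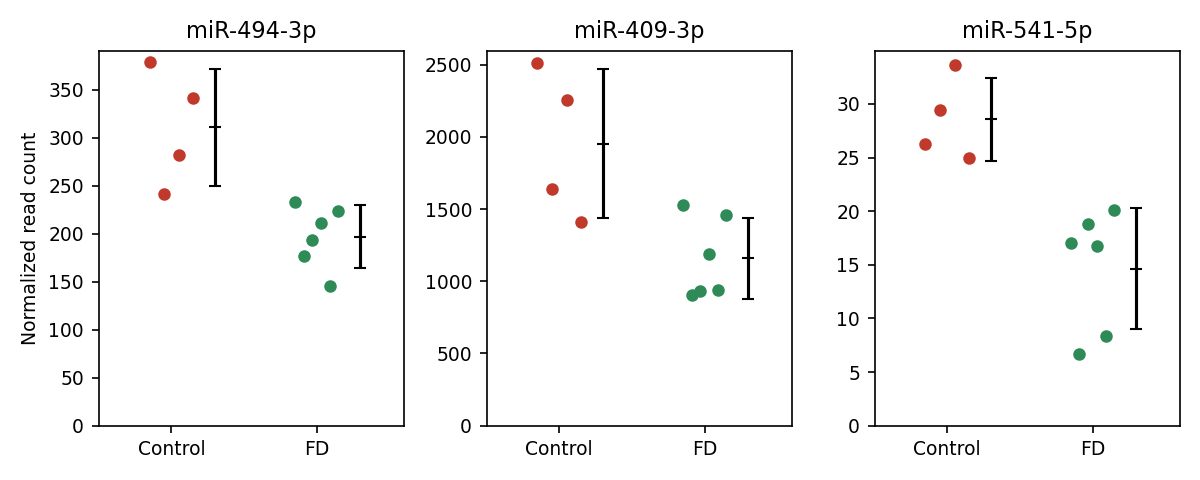
Normalized read counts of miR-494-3p, miR-409-3p and miR-541-5p (vertical axes, starting at 0) in the 4 Control and 6 FD libraries (points). The bars beside the points give the mean and 1 SD on each side. The points of all 6 FD libraries lie below those of the Control libraries for miR-494-3p and miR-541-5p.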

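The 42 tested miRNA of the chromosome 21 cluster, listed by name, were also compared as a set. Of these, 37 had a log2 fold change below 0 and 5 above, with a median of -0.29, which was -0.19 without Control library L01. Camera, a test of whether a set ranks apart from all other miRNA tested, with its preset correlation between miRNA of 0.01, gave an adjusted p of 1.43e-07 (two-sided, Benjamini-Hochberg over the 6 sets tested), and 0.000312 without L01. This value depends on that preset, since limma's fry gave 0.0863 and camera with an estimated correlation 0.203. Outside Table 2, the smallest p in the set was that of miR-543-3p, with a log2 fold change of -1.11 (standard error 0.299, adjusted p = 0.195 from edgeR's quasi-likelihood test). Its FD mean of 12.2 ± 3.31 normalized counts (SD, n = 6) includes 18.8 in L05, with 9.57 to 11.5 in the others, and its Control mean was 26.2 ± 7.48 (SD, n = 4).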

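The log2 fold change of let-7c-5p was 0.37 (standard error 0.115, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5 of the 6 FD libraries above every Control library. Its normalized counts were 4934 ± 542 (SD, n = 4) in Control and 6427 ± 601 (SD, n = 6) in FD libraries. Across the 10 libraries, the Pearson correlation of normalized counts was 0.86 for let-7c-5p and miR-99a-5p (Spearman 0.879), 0.777 for let-7c-5p and miR-99a-3p (Spearman 0.806) and 0.832 for miR-99a-5p and miR-99a-3p (Spearman 0.855), with a mean Pearson correlation of 0.823. The two-sided permutation p-values were 0.00111, 0.0101 and 0.00112 for Pearson's r, or 0.00168, 0.0101 and 0.00168 after adjustment over the 3 pairs, and 0.00151, 0.00726 and 0.00319 for Spearman's rho. Without the 2 libraries farthest from the median the Pearson correlations were 0.677, 0.637 and 0.815 (permutation p = 0.0661, 0.0949 and 0.0154), so both relations of let-7c-5p rest in part on those libraries. In deviations from the mean of each diet the mean correlation was 0.553, with a highest adjusted permutation p of 0.252. The correlations of the pairs, in the same order, were 0.653, 0.399 and 0.606 in deviations. Without the 2 farthest libraries they were 0.201, -0.275 and -0.0143, so these too rest on few libraries. A mean correlation as high as 0.823 was found in 6 of 10000 random trios of tested miRNA, and one as high as 0.553 in deviations in 188 of them. In the gene table of ARS1.2, MIRLET7C and MIR99A are neighbours, with 0 genes between them.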

Among the nutriregulated miRNA, five (*miR-126-3p*, *miR-140-3p*, *miR-223-3p*, *miR-409-3p*, *miR-451-5p*) have previously been described as being affected by caloric restriction in others species and tissues. The expressions of *miR-223-3p* and *miR-409-3p* were increased, whereas that of *miR-451-5p* was decreased in skeletal muscle of monkeys receiving a restricted diet [26]. Conversely, *miR-409-3p* was down-regulated in the blood of mice receiving about 60% of their normal diet, whereas the expression of *miR-451-5p* was increased [42]. 

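miR-409-3p had 1954 ± 517 normalized counts (SD, n = 4) in Control and 1159 ± 280 (SD, n = 6) in FD libraries of the mammary gland, and its log2 fold change stayed between -0.91 and -0.64 with each library left out in turn. miR-451-5p had 4957 ± 1017 normalized counts (SD, n = 4) in Control and 6855 ± 1010 (SD, n = 6) in FD libraries. Its log2 fold change was 0.46 (standard error 0.153, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.35 and 0.54 with each library left out, and 5 of the 6 FD libraries were above every Control library.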

Most notable was the fact that the expressions of *miR-409-3p* (down-regulated in FD) and *miR-451-5p* (up-regulated in FD) appeared to be sensitive to caloric restriction. This apparent discrepancy between findings may have been due to the type of restriction, and probably to the tissues and species studied. In addition, the expressions of *miR-126-3p* and *miR-140-3p*, which were up-regulated in our study, were down-regulated in the epiphyseal growth plate of Sprague-Dawley rats by 60% food restriction for 10 days [24]. 

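In the mammary gland libraries, the log2 fold change of miR-126-3p was 0.37 (standard error 0.108, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of the 6 FD libraries were above every Control library. miR-140-3p had 3798 ± 361 normalized counts (SD, n = 4) in Control and 4888 ± 689 (SD, n = 6) in FD libraries. Its log2 fold change was 0.35 (standard error 0.136, adjusted p = 0.269 in edgeR's test), with 5 of the 6 FD libraries above every Control library. With each library left out in turn, the log2 fold change stayed between 0.29 and 0.45 for miR-126-3p and between 0.27 and 0.41 for miR-140-3p.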

Although this nutritional model appears to be the closest to ours, deprivation in our case was much more drastic because the animals received no nutrients at all. Finally, among the predicted miRNA, the *chr3_4386-5p* and *chr27_34538-5p* sequences were found to be almost similar except at position 2, suggesting that these miRNA may belong to the same miRNA family. In addition some nutriregulated miRNA belonged to the same family. Indeed, *miR-409-3p* and *miR-494-3p* belonged to the *mir-154* family and *miR-188-5p* and *miR-660-5p* to the *mir-188* family (Table 2). 

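The sequences are ATAGTTCATTCAGGTTTTTCTG for chr3_4386-5p and AAAGTTCATTCAGGTTTTTCTG for chr27_34538-5p, both 22 nt long, with the single difference T2A, counted from 1 at the 5′ end of chr3_4386-5p. The precursor of chr27_34538-5p lies on chromosome 27 of CHIR_1.0 from 34478733 to 34478788 on the minus strand, with a miRDeep2 score of 2.9. Its log2 fold change was -0.89 (standard error 0.293, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.56 without Control library L10, which had 672 normalized counts against 317 to 332 in the other Control libraries. In each library the counts of these miRNA were nearly equal. They differed by 2 to 12 counts, while chr3_4386-5p had between 127 and 712 counts, and over the 10 libraries they differed by less than the sampling noise of separate counts (chi-square per degree of freedom 0.0066). The authors' counting could therefore have given the same reads to both, and their changes are not separate measurements.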

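The seeds, positions 2 to 8 counted from 1 at the 5′ end, are ATCCCTT in miR-188-5p and ACCCATT in miR-660-5p, with 2 differences between them. Those of miR-409-3p (AATGTTG) and miR-494-3p (GAAACAT) have 6 differences. The log2 fold changes were -0.55 (standard error 0.182) for miR-188-5p and -0.34 (standard error 0.122) for miR-660-5p, with adjusted p-values of 0.195 and 0.237 in edgeR's quasi-likelihood test. For each of these, 4 of the 6 FD libraries lay below every Control library.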

Interestingly, it is known that members of a miRNA family are designed to execute similar biological functions [43]. Therefore, nutriregulated miRNA sharing the same family may have linked roles in the lactating mammary gland.

### Putative functions of nutriregulated miRNA

Among the 30 miRNA that were regulated in our model, only a few have previously been described in the mammary gland. In the mouse mammary gland, *miR-126-3p* may inhibit cell proliferation; it may also regulate the expression of *CSN2* coding for β-casein, one of the major milk proteins, and PGR (ProGesteron Receptor) protein [44]. In addition, *miR-99a-5p* has been described as a modulator of the TGF β pathway affecting epithelial-to-mesenchyme transition in normal mouse mammary gland [45]. Therefore, in order to investigate the functional role of the 30 nutriregulated miRNA in the mammary gland, target gene predictions were performed based on miRNA/mRNA interactions using Diana-microT v5.0 for known miRNA and TargetScan Custom v5.2 for predicted miRNA. Because no predictive tools have so far been designed for ruminants, conservation between goat miRNA and humans was checked, particularly concerning the seed region that determines miRNA interactions with mRNA targets. Thus, 7,129 different putative targets for the 30 nutriregulated miRNA were identified. Investigating the molecular and cellular functions of these targets using Ingenuity Pathway Analysis revealed that “gene expression”, “cellular development” and “cellular growth and proliferation” were the three pathways most significantly targeted (Fig 2). These findings suggest that food deprivation might lead to a change in gene expression through the actions of miRNA linked to cellular growth and proliferation, as well as the remodelling of mammary cells, as has been observed in this organ in the event of nutrient restriction [46].

**Fig 2:**
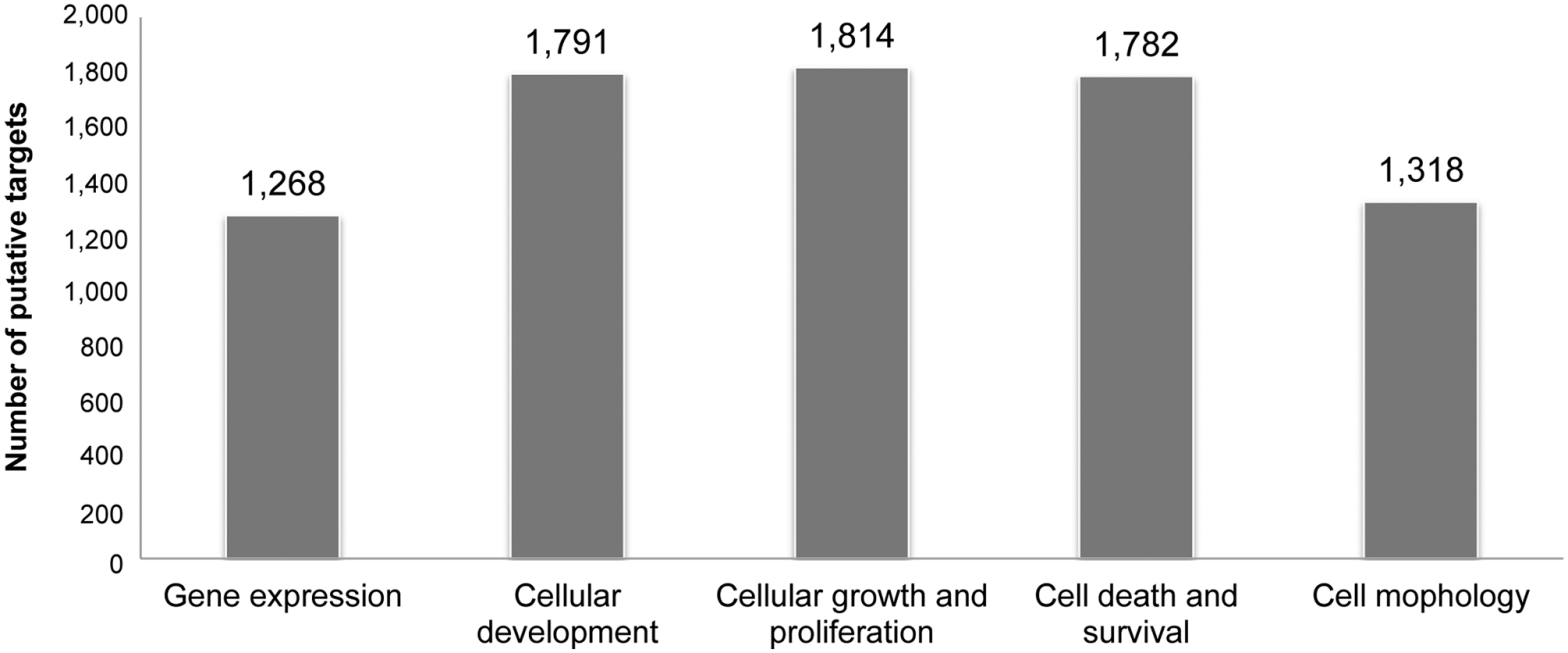
Molecular and cellular functions of potentially targeted genes by the 30 nutriregulated miRNA. Data were analysed through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity).

In addition, some putative targets of nutritregulated miRNA in this study were associated with involution in the mammary gland; these included factors promoting involution such as *CASP3*, *IL6* and *STAT3*, or factors inhibiting involution such as *BCL2* [47, 48] (S3 Table). Markers of autophagosome formation, *MAP1LC3B2* and *ATG7*, were also found to be potentially targeted by *miR-188-5p* and *miR-223-3p*, respectively. These observations were in line with the drop in milk production and component synthesis previously observed in FD goats [2].

### Potential involvement of nutriregulated miRNA in the mammary biosynthesis and secretion of milk components

#### Potential involvement in mammary lipid metabolism

Of all the 7,129 putative targets of nutriregulated miRNA, particular efforts were made to identify those involved in lipid metabolism. Very interestingly, nutriregulated miRNA may act in fatty acid availability (*VLDLR*), synthesis (*ACACA*), transport (*FABP*), activation (*ACS*) and desaturation (*SCD*), triglyceride synthesis (*AGPAT*) and in genes coding for proteins associated with the milk fat globule membrane (*BTN*, *XDH*) (Fig 3) [49]. Several nutriregulated miRNA also target transcription factors such as the SREBF1 and PPARγ cofactors, *PPARGC1A* and *PPARGC1B* that govern the expression of essential lipogenic enzymes in the mammary gland (Fig 3). Moreover, other genes related to milk lipid metabolism, such as *INSIG2* (INSulin_Induced Genes 2) which codes for an endoplasmic reticulum protein that blocks the processing of SREBP, is predicted to be targeted by *chr12_18027-5p* [50]. Elsewhere, *miR-204-5p* may also target *LPIN2* (LiPIN 2), recently characterized in the bovine mammary gland [49] and involved in triacylglycerol accumulation [51]. The gene coding for FADS1 (Fatty Acid DeSaturase 1), which plays a role in triacylglycerol synthesis [52], is potentially targeted by *miR-671-5p*. Furthermore, *miR-125b-3p*, *miR-494-3p* and *chr3_3319-5p* may conjointly target *ABCA1* (ATP-Binding Cassette subfamily A member 1) which has been hypothesized to play a role in the transfer, storage and removal of cholesterol in the mammary gland [53]. Finally, five nutriregulated miRNA: *miR-222-3p*, *miR-188-5p*, *miR-541-5p*, *miR-494-3p* and *chr3_3319-5p*, may target *PTEN* (Phosphatase and TENsin homologue) (Fig 4). In particular, *miR-494-3p* binding has been confirmed experimentally in bronchial epithelial cells [54]. The role of *PTEN* has been characterized in dairy cow mammary epithelial cells (DCMECs), revealing that it plays a crucial role in the viability and proliferation capacity of cells, as well as in the secretion of β casein, triglycerides and lactose. In particular, *PTEN* may regulate the expression of key lactation-related pathways such as *PPARγ*, *SREBF1*, *mTOR*, *PRLR* and *GLUT1*, suggesting a pleiotropic role for *PTEN* in the lactation process [55].

**Fig 3:**
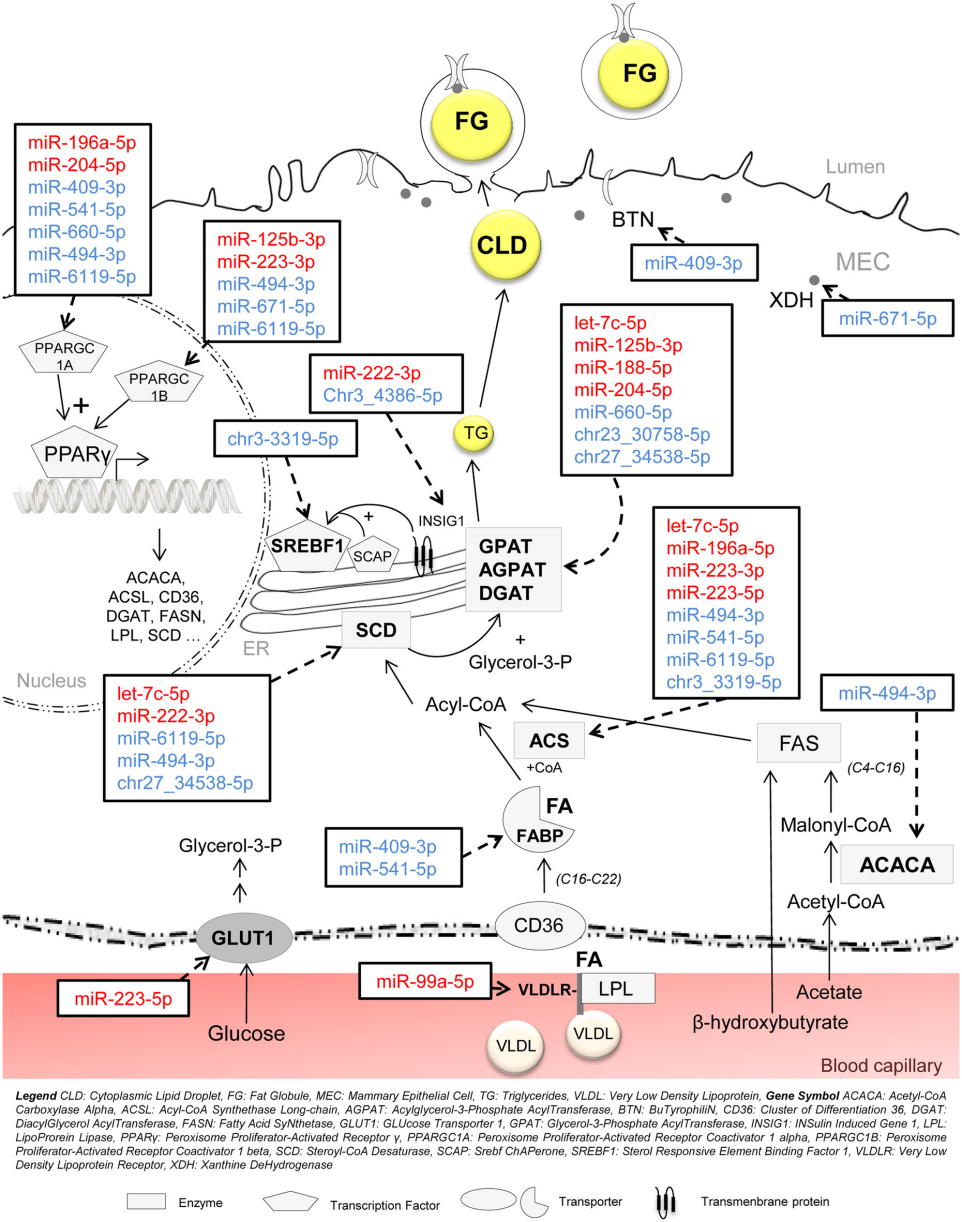
Potential involvement of nutriregulated miRNA in milk fat synthesis. In red, miRNA which expression was up-regulated in FD goat mammary glands compared with Controls, while those whose expression was down-regulated are in blue.

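Among the miRNA drawn in Fig. 3, let-7c-5p, miR-99a-5p, miR-125b-3p, miR-196a-5p, miR-204-5p, miR-222-3p, miR-223-3p and miR-223-5p had higher normalized counts in FD than in Control libraries. Lower normalized counts in FD libraries were found for miR-188-5p, miR-409-3p, miR-494-3p, miR-541-5p, miR-660-5p, miR-671-5p, miR-6119-5p, chr3_3319-5p, chr3_4386-5p, chr23_30758-5p and chr27_34538-5p. miR-188-5p had 117 ± 21.9 (SD, n = 4) in Control and 81.0 ± 13.4 (SD, n = 6) in FD libraries, and its log2 fold change stayed between -0.68 and -0.46 with each library left out in turn. That of miR-671-5p was -0.55 (standard error 0.178, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5 of the 6 FD libraries below every Control library.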

**Fig 4:**
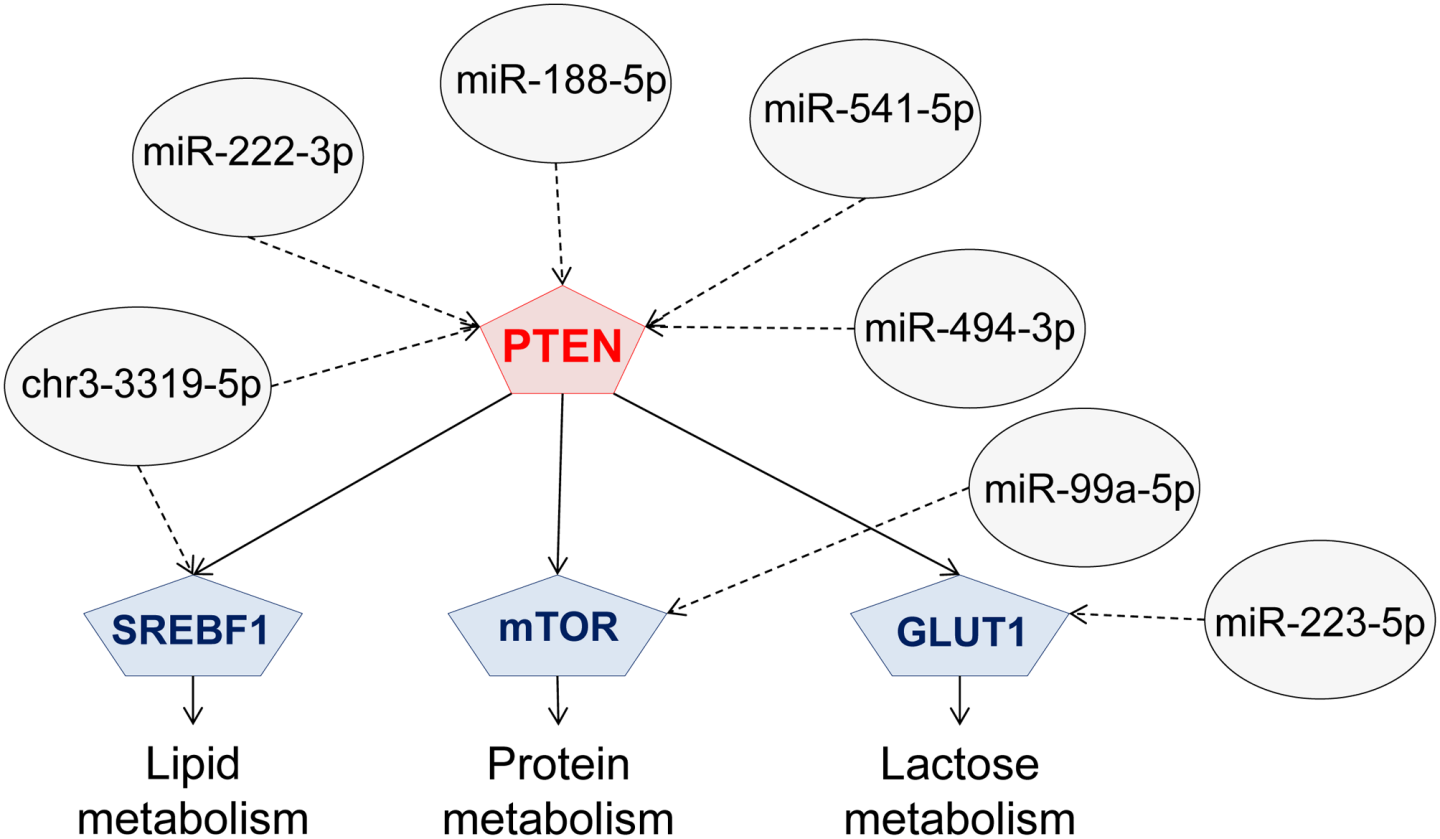
Potential contribution of nutriregulated miRNA to regulating PTEN and associated networks. GLUT1: GLUcose Transporter 1, mTOR: mechanistic Target Of Rapamycin, PTEN: Phosphatase and TENsin homolog, SREBF1: Sterol REsponsive Binding Factor 1.

Among the predicted miRNA, *chr3_3319-5p* appeared to be of great interest. Indeed, *chr3_3319-5p* potentially targets numerous genes involved in mammary metabolism. Its seed region is similar to that of *hsa-miR-561-3p*. This miRNA has not yet been reported in either the goat or cattle, but its identical seed region with *hsa-miR-561* suggests that this miRNA is part of the *mir-561* family, even though the function of this family is not yet known in the mammary gland (Fig 4, S4 and S5 Tables).

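The precursor of chr3_3319-5p (GAAAGTTTGTTTGGGTTTTTC) lies on chromosome 3 of CHIR_1.0 from 2632416 to 2632474 on the plus strand. Its miRDeep2 score was 135.7, on 257 reads over all libraries together, and the authors' prediction also names hsa-miR-561-3p as the miRNA with the same seed. Before normalization chr3_3319-5p had between 18 and 51 counts in Control libraries and between 4 and 36 in FD libraries. Its normalized counts were 38.5 ± 11.0 (SD, n = 4) in Control and 12.7 ± 10.7 (SD, n = 6) in FD libraries, and 4 of the 6 FD libraries lay below every Control library. The log2 fold change was -1.61 (standard error 0.51, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without an expression filter its adjusted p in edgeR's test was 0.0522, and over the alternatives set with the design it ran from 0.0522 to 0.423.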

Taken together, these observations highlight a potentially synergistic action of miRNA in regulating mammary metabolic pathways, and offer perspectives for the study of new types of regulation in the lactating mammary gland in response to dietary treatments. Those miRNA which expression was affected by nutrition may modulate that of the genes responsible for fatty acid metabolism, lipid droplet formation and/or milk fat globule secretion at the same time, and thus consequently have a crucial role to play in the synthesis and secretion of milk components. In particular, *miR-409-3p* and *miR-494-3p* may target numerous genes involved in lipid metabolism and its regulation. It was notable that they belong to the same cluster and the same family, *mir-154*, which could be of considerable interest in future studies.

#### Potential involvement in the metabolism of mammary protein and lactose

Proteins are also a principal constituent of milk and are synthesized by mammary epithelial cells during lactation. Amino acids are supplied to the mammary epithelial cells by a system of amino acid membrane transporters [56]. Among the genes putatively targeted by nutriregulated miRNA, several amino acid transporters were identified (Table 3). The availability of amino acids in the mammary gland is important for the regulation of translation, and also appears to be one of the major limitations affecting milk protein synthesis [57], and nutriregulated miRNA may regulate this availability. Caseins (αs1, ɑs2, β andκ), the major milk proteins, are phosphorylated in mammary epithelial cells. This phosphorylation is involved in aggregation of the four caseins in micelles before their secretion into milk. Despite this key role, the phosphorylation step in mammary epithelial cells is still poorly documented. Interestingly, *miR-222-3p*, *miR-409-3p*, *miR-541-5p*, *miR-6119-5p*, *miR-660-5p*, *chr23_30758-5p* and *chr3_4386-5p* potentially target several genes coding for casein kinases 1 and 2 alpha and gamma (S4 Table). In addition, *miR-204-5p* potentially targets *ELF5* (E74-like factor 5) which belongs to the JAK-STAT signalling pathway and is essential for the expression of milk-related genes, particularly those coding for major milk proteins [58, 59]. Above all, *miR-99a-5p* was found to potentially target *mTOR* (mechanistic Target Of Rapamycin) and its binding site has been confirmed experimentally using the Luciferase Reporter Assay in breast cancer cell lines [60]. The regulation of protein synthesis in all mammalian tissues is under the control of *mTOR*, and especially the translation step. In addition, *mTOR* may also have a function in milk protein synthesis [59] (S4 Table), suggesting a potential role of *miR-99a-5p* in controlling this process.

**Table 3:** Amino acid transporters potentially targeted by nutriregulated miRNA.

miRNA	Gene	Protein	Associated transport system	Description	*References*
miR-223-5p, miR-541-5p, miR-671-5p	SLC1A1	GLT-1;EAAT1	X^-^_AG_	Na+-dependent system for anionic amino acids	[61, 62]
miR-223-5p	SLC1A3	GLAST;EAAT1	X^-^_AG_	Na+-dependent system for anionic amino acids	[61]
miR-6119-5p	SLC1A4	ASCT1-SATT	ASC	Na+-dependent transporter, particularly linear dipolar amino acids (L-alanine, L-serine, L-cysteine)	[56]
miR-409-3p, miR-541-5p, chr3_3319-5p	SLC6A6	Taut	System Gly	Na+-Cl^-^-dependent system specific to β-amino acids	[61]
miR-671-5p	SLC7A1	CAT-1	y+	Na+-independent system specific to cationic amino acids	[63]
miR-126-3p	SLC7A5	LAT1	L	Na+-dependent electroneutral transport mechanism for neutral amino acids	[59]
miR-196a-5p, miR-223-3p	SLC7A8	LAT2	L	Na+-dependent electroneutral transport mechanism for neutral amino acids	[62]
miR-409-3p, miR-494-3p	SLC15A2	PEPT2	H+-peptide cotransporter 2	Proton-peptide electrogenic transporter	[64]
miR-671-5p	SLC36A1	PAT1		Proton/amino acid symporter	[59]
let-7c-5p, miR-409-3p, miR-494-3p	SLC38A2	SNAT2	System A	Na+-dependent system for amino neutral acids	[62]

Putative targets were predicted from DIANA microT v5.0 [36] for known miRNA and Custom Target Scan v5.2 [37] for predicted miRNA.

Regarding differentially expressed miRNA targeting the SLC (Solute Carrier) family (S4 Table), *miR-223-5p* was found to target *SLC2A1* (GLUT1). Glucose is the primary precursor for lactose synthesis, the main milk carbohydrate. In the mammary gland of lactating cows, *GLUT1* mRNA and protein were shown to be strongly expressed whereas they were barely detectable in dry cows [65]. In addition, GLUT1 protein represents about half of glucose transporters in the Golgi membranes of lactating rat epithelial cells [66]. Consequently, *miR-223-5p* may have a role in regulating glucose uptake and lactose synthesis, a hypothesis which requires further investigation.

### Putative targets differently expressed in FD goats

Of all the putative targets predicted for nutriregulated miRNA, 47 were among the genes previously identified as being significantly affected (named DEG) by food deprivation using a microarray technique [2] (S5 Table). One to six miRNA were predicted to targets these 47 DEG. In addition, when the way of variations in DEG and nutriregulated miRNA was taken account, 19 DEG were found to be potentially targeted by nutriregulated miRNA, including 18 down-regulated DEG which might be targeted by one to three up-regulated miRNA (Table 4) one up-regulated DEG (*CD24*) might be targeted by *chr3_3319-5p* which was down-regulated in FD goats. 

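Among the miRNA of Table 4, chr9_13534-5p had 82.7 ± 7.33 normalized counts (SD, n = 4) in Control and 113 ± 9.50 (SD, n = 6) in FD libraries, a log2 fold change of 0.44 (standard error 0.139, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 6 of the 6 FD libraries above every Control library. chr12_18027-5p had 55.9 ± 8.94 (SD, n = 4) in Control and 97.2 ± 30.4 (SD, n = 6) in FD libraries, a log2 fold change of 0.78 (standard error 0.246), with 5 of the 6 FD libraries above every Control library. miR-99a-3p had 472 ± 57.6 (SD, n = 4) in Control and 615 ± 68.1 (SD, n = 6) in FD libraries. Apart from chr3_3319-5p, each miRNA of the table had a higher mean in FD libraries. The mRNA measurements behind the DEG were not analysed here.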

By investigating the cellular and molecular functions of these 19 DEG, “cellular death and survival”, “cellular morphology” and “cell-to-cell interaction” were found to be among the five most targeted functions (data not shown). This suggests that the deregulation of miRNA may explain the phenotype of mammary tissue remodelling previously hypothesized in FD goats [2]. Among the DEG that may be targeted by three nutriregulated miRNA, *ESR1* is a transcription factor that regulates genetic programming of cell cycle progression and growth in the mammary gland. The knockout of *ESR1* in mice suggests its crucial role in alveologenesis during lactation [67]. 

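The log2 fold change of miR-125b-3p was 0.36 (standard error 0.128), with 5 of the 6 FD libraries above every Control library. miR-222-3p had 812 ± 172 normalized counts (SD, n = 4) in Control and 1408 ± 528 (SD, n = 6) in FD libraries, a log2 fold change of 0.78 (standard error 0.278), with 4 of the 6 FD libraries above every Control library. Both had an adjusted p of 0.237 in edgeR's quasi-likelihood test. chr19_26739-5p, whose precursor lies on chromosome 19 of CHIR_1.0 from 17845192 to 17845251 with a miRDeep2 score of 0.6, had 508 ± 90.9 normalized counts (SD, n = 4) in Control and 289 ± 112 (SD, n = 6) in FD libraries. Its log2 fold change was -0.83 (standard error 0.273, adjusted p = 0.195 in edgeR's test), and 4 of the 6 FD libraries lay below every Control library.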

Interestingly, *ESR1* was down-regulated by food deprivation and potentially targeted by *miR-125b-3p*, *miR-222-3p*, and *chr19_26739-5p*, and up-regulated in the mammary gland of FD goats. In addition *miR-222-3p* has been confirmed as directly targeting *ESR1* in breast cancer cell lines [68]. Its binding site (Fig 5) is conserved among different species, including cattle and goats. These observations suggest that the up-regulation of *miR-222-3p* by food deprivation may be responsible for the down-regulation of *ESR1*.

**Table 4:** Differently expressed genes potentially targeted by nutriregulated miRNA.

miRNA	Differently Expressed Genes
**let-7c-5p**	ABCC5, ANKFY1, DCBLD1, DCUN1D3, DPAGT1, LEPREL2, PLAGL2
**miR-99a-3p**	ZCCHC14
**miR-125b-3p**	ESR1
**miR-140-3p**	PLAGL2
**miR-204-5p**	IRF2BP2, KCNH8, PHLDB1, TSPAN31
**miR-222-3p**	ESR1, INSIG1
**miR-223-3p**	ANKFY1, ARFIP1, MYO1B, PLAGL2, ZCCHC14
**miR-223-5p**	EFHC1
chr3_3319-5p	**CD24**
**chr9_13534-5p**	ESR1, ZCCHC14
**chr12_18027-5p**	RAD9A, TMEM2

In bold, miRNA or DEG whose expression are upregulated by the food deprivation. ABCC5: ATP-binding cassette, sub-family C (CFTR/MRP), member 5, ANKFY1: Ankyrin repeat and FYVE domain-containing protein 1, ARFIP1: Arfaptin-1, CD24: Signal transducer CD24 precursor, DCBLD1: Discoidin, CUB and LCCL domain-containing protein 1 precursor, DCUN1D3: DCN1, defective in cullin neddylation 1, domain containing 3, DPAGT1: UDP-N-acetylglucosamine-dolichyl-phosphate N-acetylglucosaminephosphotransferase, EFHC1: EF-hand domain-containing protein 1, ESR1: Oestrogen receptor alpha, INSIG1: Insulin-induced gene 1 protein, IRF2BP2: Interferon regulatory factor 2 binding protein 2, KCNH8: Potassium voltage-gated channel subfamily H member 8, LEPREL2: Prolyl 3-hydroxylase 3 precursor, MYO1B: Myosin Ib, PHLDB1: Pleckstrin homology-like domain family B member 1, PLAGL2: Zinc finger protein PLAGL2, RAD9A: Cell cycle checkpoint control protein Rad9A, TMEM2: Transmembrane protein 2, TSPAN31: Tetraspanin-31, ZCCHC14: Zinc finger CCHC domain-containing protein 14.

**Fig 5:**
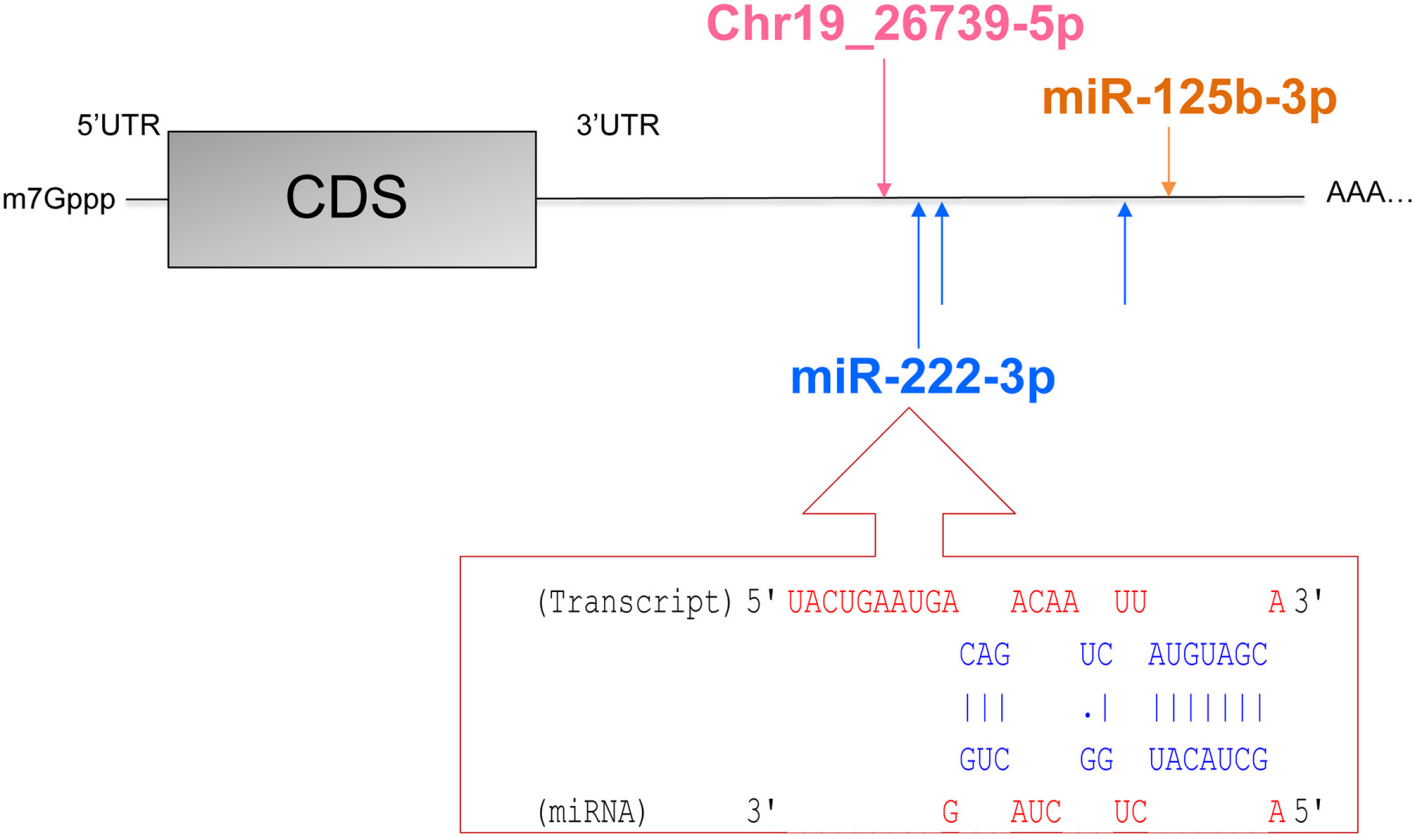
Nutriregulated miRNA binding sites on *ESR1* mRNA. Analyses were performed using DIANA microT v5.0 [36] for miR-125b-3p and miR-222-3p and Custom Target Scan v5.2 [37] for chr19_26739-5p. The interaction between 3’UTR of ESR1 and the seed region of miR-222-3p of one binding site is described in the box.

Furthermore, 11 nutriregulated miRNA (Table 4) were found to potentially target DEG in which three predicted miRNA *chr3_3319-5p*, *chr9_13534-5p* and *chr12_18027-5p*. Of the 11 nutriregulated miRNA that could target DEG, *let-7c-5p*, *miR-223-3p* and *miR-204-5p* may target seven, five and four DEG, respectively (Table 4). 

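miR-204-5p had 541 ± 108 normalized counts (SD, n = 4) in Control and 1113 ± 290 (SD, n = 6) in FD libraries, with 6 of the 6 FD libraries above every Control library, although Control library L01 had 702 against 481 to 490 in the other Control libraries. Its log2 fold change was 1.03 (standard error 0.208). miR-223-3p had 245 ± 109 (SD, n = 4) in Control and 552 ± 236 (SD, n = 6) in FD libraries, a log2 fold change of 1.15 (standard error 0.342, adjusted p = 0.195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 4 of the 6 FD libraries above every Control library. Without an expression filter their adjusted p-values in edgeR's test were 0.0171 and 0.0404, and among known miRNA alone that of miR-204-5p was 0.094. Over the alternatives set with the design they ran from 0.000463 to 0.423 for miR-204-5p and from 0.0404 to 0.423 for miR-223-3p. Among the miRNA of Table 2 that rose, these had the largest log2 fold changes in edgeR's fit to all 10 libraries.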

Notably, *miR-204-5p* and *miR-223-3p* are nutriregulated miRNA with the highest fold change in high throughput sequencing. In addition, *miR-223-3p* may target five DEG, three of which (*ANKFY1*, *PLAGL2* and *ZCCHC14*) encode for zinc finger proteins that bind DNA, suggesting that this miRNA may indirectly regulate gene transcription. Consequently, the deregulation of *miR-204-5p* and *miR-223-3p* by food deprivation may have a significant impact in the mammary gland through the regulation of DEG.

### Co-localization of nutriregulated miRNA with QTL associated with traits

Quantitative Trait Loci (QTL) have been associated with economically important traits such as health through the detection of clinical mastitis (somatic cell score) as well as milk production and composition (lactose, protein and fat) in livestock, particularly cattle [69]. However no QTL are yet available in the goat. Using conservation between species, cow miRNA expressed during lactation and conserved in the goat have been located in cattle QTL associated with milk production and composition (personal communication). Among the 30 miRNA nutriregulated in the present study, *mir-671* was located in QTL linked to somatic cells on bovine chromosome 4 (Table 5). It is also located in a QTL region associated with both milk protein yield and milk fat percentage and content. In addition, *mir-140* is located in QTL associated with the somatic cell score and milk yield on bovine chromosome 18. Furthermore, *mir-409*, *mir-494* and *mir-541* belonging to a large and conserved cluster in mammals have also been located in QTL associated with milk yield and milk fat percentage and content on bovine chromosome 21. As well as having many putative targets involved in lipid metabolism (Fig 3, S4 Table), *miR-494-3p* and *miR-409-3p* are also positioned in QTL regions associated with milk fatty acids, thus rendering these two miRNA good candidates to study their involvement in the regulation of milk lipid synthesis. The co-localization of nutriregulated miRNA with QTL associated with milk composition may provide clues to their role in the regulation of milk traits.

**Table 5:** Nutriregulated miRNA which bovine equivalent is located in QTL associated with milk production and composition.

QTL	*Associated with milk components*		*Associated with mammary tissue health*
Bovine chromosome	Fat percentage and content	Protein yield	Somatic cell score
BTA 4	mir-671	mir-671	mir-671
BTA 18			mir-140
BTA 21	mir-494, mir-541, mir-409a		

Conservation between nutriregulated and bovine miRNA was checked and their localization in QTL (CattleQTLdb, http://www.animalgenome.org/cgi-bin/QTLdb/BT/) associated with milk was investigated.

## Conclusion

The findings reported here highlight for the first time using high throughput miRNA sequencing, 30 known or predicted miRNA in the ruminant mammary gland which expression seems to be nutriregulated. Among these 30 potentially interesting miRNA, members of clusters and similar families were found. Five of them have already been reported as being affected by nutrition in other species and tissues. By investigating the genes they might target, some nutriregulated miRNA appear to be good candidates for further studies in mammary gland biology. For example, *miR-494-3p*, located in QTL associated with milk fat in cows, may be preponderant for milk lipid synthesis, notably through the regulation of *PTEN*, and in targeting *mTOR*, *miR-99a-5p* may regulate milk protein synthesis. The links between miRNA and DEG previously identified by transcriptomic assays show that 19 DEG may be targeted by nutriregulated miRNA. These observations highlighted two miRNA, *miR-204-5p* and *miR-223-3p*, whose expression was the most markedly affected by food deprivation and which may target several DEG, suggesting important roles for both miRNA in the nutritional regulation of gene expression in the mammary gland. Nevertheless, further studies are necessary to support our results and to decipher the function of these miRNA in mammary epithelial cells.

MiRNA offer new insights to understand the impact of nutrition on the mammary gland and may help to clarify mammary gene regulation in order to modulate milk quality via nutrition. The nutrition model of food deprivation used in this study was a large challenge, so further studies should be performed with a diet that could be applied by livestock farmers in order to identify the nutriregulation of miRNA under breeding conditions.

## Supporting Information

S1 Fig Milk production, fat, protein and lactose in Control and FD goats. Data were extracted from [2] and were analysed with a Mann-Whitney test (n = 6). **: p<0.01.d: day.
(TIF) Click here for additional data file.

S2 Fig Structure of predicted precursors whose miRNA are differently expressed in FD versus Control goats. Putative targets were predicted from DIANA microT v5.0 [36] for known miRNA and Custom Target Scan v5.2 [37] for predicted miRNA.
(TIF) Click here for additional data file.

S3 Fig Quantitative RT-PCR validation of NGS data. The expression of miRNA was normalized with the expression of U6 in Control and FD goats. The relative abundance of the miARN is represented with boxplots (n = 6).
(TIF) Click here for additional data file.

S1 Table miRNA expressed in lactating goat mammary glands. (XLSX) Click here for additional data file.

S2 Table Characteristics of nutriregulated predicted miRNA. (XLSX) Click here for additional data file.

S3 Table Example of putative targets involved in mammary involution. (XLSX) Click here for additional data file.

S4 Table Selected putative targets involved in mammary metabolism. (XLSX) Click here for additional data file.

S5 Table Differently expressed genes potentially targeted by nutriregulated miRNA. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

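Small RNA libraries of the mammary gland of 10 Alpine goats were analysed, 1 library per goat, from 4 Control goats (L01, L04, L06 and L10) and 6 FD goats (L02, L03, L05, L07, L08 and L09) sampled after 48 h. The counts are the authors' deposited numbers of reads per mature miRNA and library. To make them, the authors removed adapters with Cutadapt, kept reads by length, mapped them to the goat genome CHIR_1.0, counted them with the quantifier module of miRDeep2 on known and predicted precursors and removed redundant miRNA. The columns of normalized counts in the same tables were not used here. The score values are the miRDeep2 scores of the 1070 predicted precursors as deposited by the authors, who computed them on the reads of all libraries together and kept scores of 0 or more. From the table of predicted precursors only the score, the read count over all libraries, the positions, the randfold result and the named miRNA with the same seed were used. The library preparation is described without molecular identifiers, so reads copied in amplification could not be removed. The mRNA and RT-qPCR measurements, the target predictions and the trait loci were not analysed here.

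The miRNA compared were those whose highest normalized count was above 28. Normalized counts are counts divided by the median-of-ratios size factors of DESeq2, computed on all 1804 miRNA. The diets were compared with the quasi-likelihood test of edgeR (TMM normalization, glmQLFit and glmQLFTest, two-sided, no covariates), with Benjamini-Hochberg adjustment and a threshold of 0.1, the threshold of the paper. Fold changes are FD over Control. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The main tests, the alternatives, the lists and the rule for the miRNA to be named were set before the data were examined. The miRNA named are those that the paper names in its text, tables and supplementary tables, the 10 with the smallest p and the 5 most abundant. The miRNA named because of an unusual sequence or pattern were chosen after their values were seen.

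The separation by diet was tested by exact permutation of the pseudo-F over the 210 splits of the 10 libraries into 4 and 6, and single values with a two-sided exact permutation test over the same splits, or over the 84 or 126 splits left without 1 library. Correlations were tested two-sided with 100000 permutations, or with all permutations where 1 library was left out. Lists of miRNA were tested with camera at its preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, adjusted over the 6 lists, with a threshold of 0.05. The lists were those of the chromosome 21 cluster and of miRNA named for myeloid, erythroid, endothelial, epithelial and stromal cells. The list called myeloid was set down as one of white blood cell miRNA.

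The alternatives were DESeq2 with a prior on fold changes and without independent filtering, the same without the Cook's distance limit, limma-voom, robust dispersions, other scalings (size factors, upper quartile, library totals, TMM without the 10 most abundant miRNA), other filters (none, filterByExpr, highest raw count above 28, highest normalized count above 100, known miRNA alone), libraries drawn down to the smallest total of 4495512, and each library left out in turn. Another 4 fits were chosen after the values were seen.

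On simulated data with 490 miRNA, 200 of them changed, and the same numbers of libraries, edgeR recovered 44.5% of the changes of 1.5-fold, 86.5% of those of 2-fold and 96% of those of 3-fold, with false calls making up 3.26%, 7.98% and 5.88% of the calls. DESeq2 recovered 50%, 88.5% and 96% and limma-voom 43.5%, 86.5% and 94.5%. With no change simulated, edgeR and limma-voom made 0 calls and DESeq2 made 1. In this simulation, many changes of 1.5-fold and some of 2-fold were therefore missed at this number of libraries. Each miRNA was drawn independently, and 200 of the 490 were changed. The rates of recovery and of false calls therefore need not hold for the real libraries. With the real libraries split in other ways, edgeR made up to 85 calls, DESeq2 up to 95 and limma-voom up to 64 (median 0 for each). miRNA near the count threshold of 28 carry a counting error that adds to the spread between goats.

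The software was R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.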

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

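Both tests of the miRNA outside S1 Table in this part were chosen only after the result was seen, and no test was made of why single libraries lie apart.

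In 6 of 86 groups of libraries, 1 library lay far from the others of its diet by the gap between it and its neighbour, where 4.3 would be expected by chance, so their number says little. Normalized counts of miR-99a-5p were 10092.9 in FD library L05, against 6933 to 7527 in the other FD libraries. Those of miR-204-5p were 702.193 in Control library L01, against 481 to 490 in the other Control libraries. In Control library L10, chr3_4386-5p had 683.659, against 326 to 339, and chr27_34538-5p had 672.136, against 317 to 332. The last 2 values are not separate, since the counts of these miRNA are nearly equal in every library. miR-543-3p had 18.8278 in FD library L05, against 9.57 to 11.5, and miR-143-3p had 890002 in Control library L04, against 653667 to 684603. No biological explanation was tested, and with 1 library per goat a difference between goats cannot be separated from one between library preparations.

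A highest raw count above 28 was reached by 34 miRNA that S1 Table does not list, a signal that the paper does not report on, among them miR-146b-5p. Low counts are argued against, since the median of their mean normalized count was 123, close to the 143 of the miRNA in S1 Table. Their variability between libraries is a candidate explanation for their absence. The median of their dispersion divided by its trend was 2.78, against 0.624 for the miRNA in S1 Table, and 0 of 10000 random lists matched on abundance reached it (median 0.64, highest 0.96). Whether a step of the authors' analysis removed variable miRNA was not tested. No biological explanation was tested.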

How the results depend on the processing

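The tests on other splits of the libraries were chosen only after the results were seen, as were the 4 added fits. The fit at equal depth was an alternative set before the data were examined, but its use to examine library depth was chosen afterwards.

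Of the 24 alternatives fitted to all tested miRNA, 14 kept all libraries and 10 left out 1 library each. DESeq2 gave 23 miRNA with an adjusted p under 0.1 in place of 0, and also 23 without the Cook's distance limit, 21 of the 30 miRNA of Table 2 in each case. Without an expression filter edgeR gave 5, of which 3 are in Table 2 (miR-204-5p, miR-223-3p and chr3_3319-5p; the others, scaffold986_36329-3p and miR-184, are named because the number is small), and with known miRNA only it gave 1, miR-204-5p, which is 1 of the 30. Every other alternative gave 0, limma-voom and the 10 fits without 1 library included, while 45 to 96 miRNA had an unadjusted p under 0.05 in those 10. Among the fits added after the values were seen, DESeq2 on the 470 miRNA of S1 Table gave 33 (27 of the 30), edgeR on the same miRNA 1 (1 of the 30), DESeq2 with the highest raw count above 28 gave 24 (23 of the 30) and edgeR with its newer dispersion method 0. With known miRNA only, fewer miRNA were tested. On the same miRNA, DESeq2 and edgeR gave 23 and 0, 33 and 1 (S1 Table), and 24 and 0 (highest raw count above 28). edgeR with the size factors of DESeq2 also gave 0. The difference between DESeq2 and edgeR therefore went with the test, and neither these filters nor the scaling alone account for it. Which part of the test made it was not examined. For the fit without an expression filter the cause was not tested.

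The libraries were also split into 4 and 6 in other ways. Of 100 splits drawn from 210, the real one by diet included in this and each following count, 100 gave as many miRNA as the 0 of edgeR and 100 as many as the 0 of limma-voom, which says nothing. As many as the 23 of DESeq2 were given by 5 of the 100 (median of the others 0, highest 95), and as many as the 77 with an unadjusted p under 0.05 in edgeR by 6 (median 19, highest 123). With all libraries drawn down to the smallest total, 77 had an unadjusted p under 0.05, so unequal totals alone did not make that number. Drawing down does not remove differences in composition that go with depth, so it cannot decide on those. Depth limits the miRNA near the count threshold, such as chr4_6064-5p and chr3_3319-5p, whose lowest counts were 5 and 4.

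Of the 986 values of the 36 named miRNA under 28 other settings, 886 kept their direction and stayed above an adjusted p of 0.1, and 99 fell under it. The exception in direction was miR-10b-5p, -0.0041 without Control library L06, in a range from -0.0041 to 0.2323 over the fits without 1 library; the cause was not tested.

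The pseudo-F of the separation by diet was 1.32 without an expression filter, the alternative with all libraries that passed 0.05 (exact permutation p from 0.0333 there to 0.157 without scaling to unit variance), and ran from 1.34 (without L06) to 1.98 (without L10) when 1 library was left out, passing 0.05 without L02 or L10. Of the miRNA detected, 749 had a count in every library, a stricter rule. In deviations from the mean of each diet, the mean correlation fell to 0.371 for miR-494-3p, miR-409-3p and miR-541-5p and to 0.553 for let-7c-5p, miR-99a-5p and miR-99a-3p, since the change between the diets is removed there. Without 1 library the first ran from 0.728 (without L08) to 0.83 (without L10), and was past its threshold except without L01 or L08.

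For the lists, the adjusted p of the chromosome 21 cluster was 0.0863 with fry and 0.203 with an estimated correlation, and 10 of the 100 splits, the real one among them, gave as small a camera p. Without L01 its adjusted p was 0.000312 and its median log2 fold change went from -0.29 to -0.19. With an estimated correlation it was 0.0502 for the myeloid list and 0.203 for the endothelial list (the 2 arms of the miR-126 precursor), which also ran from 0.0129 (without L07) to 0.0944 (without L10) and was above 0.05 without L02, L06, L09 or L10. The erythroid list passed 0.05 at equal depth (0.0465) and ran from 0.0143 (without L01) to 0.165 (without L06). The stromal list ran from 0.031 (without L02) to 0.335 (without L05). For all of these the cause was not tested.

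The alternative that sums several entries of 1 miRNA name had nothing to act on, since each name occurs once. No scaling moved the median log2 fold change of all tested miRNA by more than 0.0737 in size. The number of miRNA above the count threshold went from 490 to 381 with the recomputed Jaccard threshold, with predicted miRNA going from 139 to 80. The correlation between 5p and 3p miRNA ran from 0.63 to 0.722 over its alternatives.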

Differences from the paper's values

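No test in this part was chosen after the result was seen, apart from the fits marked so.

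The paper reports 30 miRNA with an adjusted p under 0.1, and edgeR's quasi-likelihood test gave 0. Among the alternatives set before the data were examined, DESeq2 with and without the Cook's distance limit gave 23, within 1.5 times the paper's number, and none of the others did (5 without an expression filter, 1 with known miRNA only, 0 in the rest). Of the paper's miRNA, 14 were higher and 16 lower in FD goats, against 0 higher and 0 lower here. DESeq2 gave 9 higher, which did not close the gap to the paper's 14, and 14 lower, which did close that to the paper's 16; no other alternative closed either. DESeq2 called 21 of the paper's 30 miRNA, edgeR without an expression filter 3 (miR-204-5p, miR-223-3p and chr3_3319-5p) and edgeR on known miRNA 1 (miR-204-5p). Among the fits chosen after the values were seen, DESeq2 on the 470 miRNA of S1 Table gave 33 miRNA (18 higher and 15 lower, 27 of the paper's 30), DESeq2 with the highest raw count above 28 gave 24 (11 higher and 13 lower, 23 of the 30) and edgeR on the 470 miRNA gave 1, miR-204-5p.

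The fold change of chr3_3319-5p (FD over Control) was 0.327 against the paper's 0.63, which is a shrunken value. All 30 fold changes of Table 2 lay farther from 1 here than in the paper. Among the alternatives set before the data were examined, the difference was within the error with DESeq2, with and without the Cook's distance limit (0.534), with library totals (0.336), at equal depth (0.356) and without L02 (0.337), L04 (0.366), L05 (0.363), L08 (0.365), L09 (0.374) or L10 (0.341). It was not with limma-voom (0.254), robust dispersions (0.327), size factors in edgeR (0.331), upper quartile scaling (0.304), TMM without the 10 most abundant miRNA (0.329), no filter (0.332), filterByExpr (0.322), the highest raw count above 28 (0.316), or without L01 (0.292), L03 (0.27), L06 (0.319) or L07 (0.247).

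Of the 60 means of Table 2, 59 were equal to those computed here after rounding, and the other differed by 1.

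Some statements of the paper differ from the values here. The text of the paper counts chr19_26739-5p among the miRNA raised in FD goats that target ESR1, while its log2 fold change was -0.83. Fig. 3 draws miR-188-5p in the colour of raised miRNA, while its log2 fold change was -0.55. Table 2 of the paper also gives both of these miRNA as lower in FD goats. The paper reads its PCA plot as parting the libraries by diet, without a test, while the exact permutation p of the pseudo-F was 0.0524. It gives miR-204-5p and miR-223-3p the largest fold change, which held among the rises (2.04 and 2.22), while chr3_3319-5p, chr4_6064-5p (0.381) and chr22_29775-3p (0.434) lay further from 1 in edgeR's fit. With DESeq2, an alternative set before the data were examined, miR-204-5p had the largest log2 fold change in size among the miRNA of Table 2 (0.912, against -0.906 for chr3_3319-5p, -0.870 for chr4_6064-5p and -0.905 for chr22_29775-3p), and miR-223-3p (0.875) was larger in size than chr4_6064-5p but not than the other falls. In DESeq2 on the 470 miRNA of S1 Table, a fit chosen after the values were seen, miR-204-5p (0.906) and miR-223-3p (0.859) were both larger in size than these falls (-0.856, -0.813 and -0.850), so the paper's statement held there for the miRNA of Table 2. In the values that the paper prints in Table 2, chr22_29775-3p lies further from 1 than miR-223-3p, so the statement holds there among the rises. The paper places the let-7c and mir-99a genes on chromosome X, while in the gene table of assembly ARS1.2, another build than the CHIR_1.0 of the paper, they are not on X.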

Other observations

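The tests on the near-identical pairs, on other splits of the libraries, on the weight of L01 and on the miRNA that resemble tRNA, with the sequence rules that define them, were chosen only after the results were seen.

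The predicted miRNA C66881290_38854-5p and chr21_29330-5p have sequences of 22 nt that differ by C18T, counted from 1 at the 5′ end. Their share trades places between goats: C66881290_38854-5p made up 99.9% of their sum in L01, between 55.2% and 60.2% in 3 libraries and at most 0.33% in 6. Reads shared between the sequences are argued against by a chi-square per degree of freedom of 966 over the 10 libraries, and diet by an exact permutation p of 0.443 for the share. A variant carried by some goats is a candidate explanation, since the sum of the counts varied by 25.7% (coefficient of variation) while the single miRNA varied by 143% and 57.3%. The genotypes of the goats were not analysed here.

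chr3_4386-5p and chr27_34538-5p differed by less than counting noise (chi-square per degree of freedom 0.0066), so the same reads may have been counted for both. Among 62481 pairs of the 354 tested miRNA with 500 counts or more, 5 pairs had a value under 0.5, among them miR-193a-3p and miR-193b-3p (0.0646). No biological explanation was tested for this pair.

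The tested miRNA that contain TAGCTCAG, or that end in CCA with 18 nt or less, resemble tRNA in sequence. Of these 10 miRNA, 9 were lower in FD libraries and 7 had an unadjusted p under 0.05, with a median log2 fold change of -0.86. Among them, 3 are in Table 2 of the paper, and it was their sequences that prompted the rule, which was settled with the fold changes in view. The exact permutation p of the mean log2 count, 0.00476 over 210 splits with these 3, was 0.0429 for the 7 others, whose median was -0.83. Of 6 sequence rules tried, the one used gave the smallest p, both with the miRNA of Table 2 and without them. A CCA end of any length gave 0.0905 (exact permutation, 12 miRNA), and 0.0952 without those of Table 2. Together with predicted miRNA that carry an A box of tRNA genes it gave 0.0381 (exact permutation, 19 miRNA), and 0.0524 without those of Table 2. Without Control library L01 the median of the 7 miRNA was -0.405, with an exact permutation p of 0.226 over 84 splits, so L01 could account for much of the difference. For all 10 miRNA, with the 3 that prompted the rule, the median without L01 was -0.51 (exact permutation p = 0.0357 over 84 splits). Of 10000 random lists matched to the 7 miRNA on GC content, 0 had a median as low. The number was 18 for lists matched on sequence length and 4 for those matched on low abundance. For all 10 miRNA, 0 lists of each kind reached their median of -0.864. Those lists had medians of 0.014 for GC content, -0.0962 for length and -0.02 for low abundance. The list was chosen with the values in view, so a median below that of matched lists could arise whatever its source. These values therefore do not decide on the 3 features, and they are no evidence for diet. A difference in RNA breakdown between the samples was not tested and stays open.

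The myeloid list was set down as miRNA of white blood cells, so it does not single out myeloid cells. It had 5 tested members with a median log2 fold change of 0.87 and a camera adjusted p of 0.00212 (fry 0.00609). Of these, 4 were higher in FD libraries (miR-223-3p, miR-223-5p, miR-146a-5p and miR-150-5p), and miR-155-5p was lower. miR-223-3p and miR-223-5p, the 2 arms of 1 precursor, were picked by the study from these libraries. Of 100 splits of the libraries drawn from 210, 2 gave as small a camera p, the real one by diet included here and in the counts for the other lists. The mean log2 score of the list was higher by 0.698 in FD libraries (exact permutation p = 0.00476), and by 0.47 without the miRNA that the study picked (p = 0.11, exact permutation). Blood left in the tissue cannot be told apart from a change in the gland, since the myeloid minus the erythroid score did not differ between the diets (exact permutation p = 0.219) but 4 against 6 libraries leave a wide spread. A lower share of epithelial cells cannot be told apart either. The myeloid minus the stromal and endothelial score differed with an exact permutation p of 0.0333, which is 0.0667 adjusted over the 2 tests and 0.31 without the miRNA that the study picked. White blood cells in the gland may therefore contribute, and the gland itself was not separated into cell types.

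The erythroid list (3 members, median log2 fold change 0.33) had a camera adjusted p of 0.0511 (fry 0.0582), and 15 of the 100 splits gave as small a camera p. The endothelial list (2 members, 0.34) holds miR-126-3p and miR-126-5p, the 2 arms of 1 precursor, so that its tests speak of that precursor and not of a cell type. It had 0.0288 (fry 0.0163) and 7 splits, the epithelial list (9 members, -0.22, and -0.13 without L06) 0.12 (fry 0.142) and 28 splits, and the stromal list (10 members, 0.28) 0.104 (fry 0.328) and 51 splits. The exact permutation p of the mean log2 score, over all 210 splits, was 0.0429 for the erythroid list, 0.0143 for the endothelial, 0.281 for the epithelial and 0.352 for the stromal list. The epithelial score was higher in FD libraries by 0.119, against the direction of the list's median, since it averages in miR-184 (log2 fold change 2.80 at a mean of 13.1 normalized counts) and miR-205-5p (0.41), which rose while the other members fell. For the epithelial and stromal lists a grouping of goats unrelated to diet could give as much. For the erythroid list such a grouping stays open, since 15 of the 100 splits gave as small a camera p. The erythroid score points another way only with miR-451-5p, which the study picked. Without it the score was higher in FD libraries by 0.331 (exact permutation p = 0.133). For the endothelial list, 7 of the 100 splits leave such a grouping open too. The study picked miR-451-5p of the erythroid list and miR-126-3p of the endothelial list from these libraries.

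The libraries spread on the first principal component beyond diet. Its correlation with the total count was 0.623 (permutation p = 0.0541, Spearman 0.612), 0.238 without the 2 libraries farthest from the median and 0.46 in deviations within diet, so library depth cannot be told apart from diet, with which depth partly goes. Its correlation with the stromal minus the epithelial score, whose epithelial part goes against the median of its list, was 0.662 (permutation p = 0.0376, 0.0541 adjusted over both relations, Spearman 0.661), 0.566 without the 2 farthest libraries and 0.768 within diet. Since 22.6% of random list pairs correlated as strongly, with a median of 0.43, tissue composition may contribute but cannot be told apart from other differences between the goats.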
